# Deep sequencing uncovers commonality in small RNA profiles between transgene-induced and naturally occurring RNA silencing of chalcone synthase-A gene in petunia

**DOI:** 10.1186/1471-2164-14-63

**Published:** 2013-01-30

**Authors:** Megumi Kasai, Hideo Matsumura, Kentaro Yoshida, Ryohei Terauchi, Akito Taneda, Akira Kanazawa

**Keywords:** Chalcone synthase, Cosuppression, Deep-sequencing analysis, Flower color pattern, Naturally occurring RNA silencing, Short interfering RNA

## Abstract

**Background:**

Introduction of a transgene that transcribes RNA homologous to an endogenous gene in the plant genome can induce silencing of both genes, a phenomenon termed cosuppression. Cosuppression was first discovered in transgenic petunia plants transformed with the *CHS-A* gene encoding chalcone synthase, in which nonpigmented sectors in flowers or completely white flowers are produced. Some of the flower-color patterns observed in transgenic petunias having *CHS-A* cosuppression resemble those in existing nontransgenic varieties. Although the mechanism by which white sectors are generated in nontransgenic petunia is known to be due to RNA silencing of the *CHS-A* gene as in cosuppression, whether the same trigger(s) and/or pattern of RNA degradation are involved in these phenomena has not been known. Here, we addressed this question using deep-sequencing and bioinformatic analyses of small RNAs.

**Results:**

We analyzed short interfering RNAs (siRNAs) produced in nonpigmented sectors of petal tissues in transgenic petunia plants that have *CHS-A* cosuppression and a nontransgenic petunia variety Red Star, that has naturally occurring *CHS-A* RNA silencing. In both silencing systems, 21-nt and 22-nt siRNAs were the most and the second-most abundant size classes, respectively. *CHS-A* siRNA production was confined to exon 2, indicating that RNA degradation through the RNA silencing pathway occurred in this exon. Common siRNAs were detected in cosuppression and naturally occurring RNA silencing, and their ranks based on the number of siRNAs in these plants were correlated with each other. Noticeably, highly abundant siRNAs were common in these systems. Phased siRNAs were detected in multiple phases at multiple sites, and some of the ends of the regions that produced phased siRNAs were conserved.

**Conclusions:**

The features of siRNA production found to be common to cosuppression and naturally occurring silencing of the *CHS-A* gene indicate mechanistic similarities between these silencing systems especially in the biosynthetic processes of siRNAs including cleavage of *CHS-A* transcripts and subsequent production of secondary siRNAs in exon 2. The data also suggest that these events occurred at multiple sites, which can be a feature of these silencing phenomena.

## Background

RNA silencing refers collectively to diverse RNA-mediated pathways of nucleotide-sequence-specific inhibition of gene expression. RNA silencing of genes is induced by the presence of double-stranded RNA (dsRNA) homologous to the genes. The dsRNAs are processed into small RNAs, especially 21- to 24-nulceotide (nt) short interfering RNAs (siRNAs), by a dsRNA-specific ribonuclease, Dicer or Dicer-like (DCL) proteins [1,2]. In *Arabidopsis*, DCL2, DCL3 and DCL4 produce 22-, 24- and 21-nt siRNAs, respectively [3]. The siRNAs are incorporated into Argonaute (AGO) proteins and serve as a guide for sequence-specific cleavage of a target RNA, leading to posttranscriptional gene silencing (PTGS) [4,5]. Transcriptional repression can also be induced by dsRNA, which contains a sequence homologous to a gene promoter and can trigger cytosine methylation on the promoter in the nuclear DNA resulting in transcriptional gene silencing (TGS) [6-8]. Like siRNAs, small RNAs called microRNAs (miRNAs) also negatively regulate the expression of endogenous genes through either RNA cleavage or the arrest of translation, which is another pathway of RNA silencing [1,9]. Small RNA (miRNA or siRNA)-mediated cleavage of an RNA can trigger the production of 21-nt secondary siRNAs either upstream or downstream of the original target site, a phenomenon called transitivity [4]. In *Arabidopsis*, small RNA-mediated cleavage can trigger conversion of the targeted RNA to dsRNA by RNA-dependent RNA polymerase 6 (RDR6), which is then cleaved into 21-nt phased siRNAs by DCL4. These siRNAs can include those termed trans-acting siRNAs (tasiRNAs), which silence other gene(s) *in trans*[10-12]. Small RNAs of 22 nt trigger RDR6-dependent secondary siRNA production [13,14]. A recent study indicated that the presence of 22-nt RNA in either strand of the small RNA duplex is sufficient for this reaction [15].

Overexpression of the *chalcone synthase-A* (*CHS-A*) gene under the control of the cauliflower mosaic virus (CaMV) 35S promoter and the nopaline synthase (NOS) terminator causes the production of white sectors or completely white flowers in transformed petunia (*Petunia hybrida*) plants [16,17]. This system was the first example of RNA silencing induced by a transgene. In these transgenic petunia plants, silencing of both the *CHS-A* transgene and endogenous *CHS-A* gene was induced, so that the event was termed cosuppression [16]. The production of the wild-type pigment is inhibited because chalcone synthase performs an essential step in the biosynthesis of anthocyanins. Various silencing patterns in the petal tissues have been observed in the petunia *CHS-A* silencing system [18,19]. Because it induces visibly altered phenotypes, *CHS-A* silencing in petunia is a model system to study RNA silencing [20]. Based on the inhibition of pigmentation in flower petals, Sijen et al. demonstrated that a transgene that expresses dsRNA corresponding to the transcribed region and the promoter region induced PTGS and TGS, respectively [8]. In our recent study, we used a virus vector and succeeded in inducing heritable TGS of the endogenous *CHS-A* gene, thereby produced a plant that does not carry a transgene but has altered traits [21,22].

Some of the flower-color patterns observed in transgenic petunias having cosuppression of the *CHS-A* genes resemble those in nontransgenic varieties [18]. One such variety is Red Star, which produces bicolor flowers having a star-type red and white pattern. As expected from the phenotypic similarity with the flowers of *CHS-A* cosuppressed plants, the flower color pattern in Red Star was in fact demonstrated to be due to sequence-specific degradation of the *CHS-A* RNA in the white sectors [23]. Petunia breeding was launched in the 1830s by crossing among wild species [18]. The generation of the star-type petunia flowers as a consequence of hybridization between plant lines suggests that the RNA silencing ability can be conferred via the shuffling of genomes that differ slightly from each other [20]. Similar naturally occurring RNA silencing has been reported for a picotee-type variety of petunia, which has nonpigmented sectors in the outer edge of the petal tissues [24], and for other plants such as rice [25], soybean [26-29], maize [30] and dahlia [31].

Cosuppression has been thought to be caused by a couple of mechanisms. It can be induced when multiple transgenes are integrated into the same site in the genome in an inverted orientation and fortuitous read-through transcription over the transgenes produces dsRNA homologous to an endogenous gene in the genome, a pathway termed inverted repeat (IR)-PTGS. When sense transcripts from a transgene trigger cosuppression through RNA degradation, the pathway is referred to as sense (S)-PTGS [4]. A model for S-PTGS proposes that transgene-derived aberrant RNAs that lack a poly(A) tail or 5^′^ capping are used as a template for RDR6 to produce dsRNA, thereby triggering PTGS [4]. An alternative scenario is that nuclear-accumulated sense transcripts form imperfect hairpin structures, which resemble miRNA precursors, are processed into small RNAs and function as a trigger for RNA degradation via RDR-catalyzed synthesis of dsRNA, resulting in PTGS [32].

Our previous data indicated that *CHS-A* cosuppression is induced by a high level of transcription of the *CHS-A* transgene, shown by the fact that *CHS-A* cosuppression is induced when the *CHS-A* transgene is transcribed by the CaMV 35S promoter but not when the transcription from the promoter is repressed by epigenetic changes involving spontaneous cytosine methylation of the promoter [33]. These observations are consistent with the threshold model for induction of RNA degradation, which was first suggested on the basis of a viral RNA analysis: viral RNA degradation is triggered when the amount of viral RNA exceeds a certain level in plant cells [34]. This notion is also consistent with the fact that the frequency of cosuppression in petunia is correlated with the strength of the promoter of the *CHS-A* transgene [35]. Thus, *CHS-A* cosuppression can be triggered when a particular RNA, e.g., *CHS-A* primary transcripts or some other RNA molecule(s) derived from them, exceed a certain level. However, neither the RNA molecule(s) nor the sensing mechanism(s) of the threshold is known.

A potential trigger for *CHS-A* cosuppression in petunia has been suggested on the basis of a deep sequencing analysis of *CHS-A* siRNAs [36]. Two abundant siRNAs in antisense polarity, termed phy-siR1 and phy-siR2, were detected in a cosuppressed line. On the basis of the presence of these siRNAs with phased siRNAs, the authors proposed that these two siRNAs guide *CHS-A* mRNA cleavage and initiate the generation of phased siRNAs, leading to cosuppression. On the other hand, *CHS-A* siRNA profiles in another cosuppressed transgenic line having inverted repeat T-DNA [37] or a petunia variety that produces picotee-type flowers [24] indicated the presence of multiple abundant siRNAs. At present, whether the population of siRNAs detected in one *CHS-A* cosuppressed line is common to different *CHS-A* cosuppressed lines or *CHS-A* naturally silenced lines is not known. Moreover, no insight into a general mechanism(s) of cosuppression in terms of siRNA production has been presented in any plant species.

To address these questions, here we analyzed *CHS-A* siRNA populations from silenced and nonsilenced tissues of a transgenic line having *CHS-A* cosuppression and a non-transgenic variety Red Star in detail. We show that multiple abundant siRNAs from *CHS-A* exon 2 are produced in the silenced tissues in both silenced lines. We also found profound commonality in siRNA production in the silenced tissues of the cosuppressed line and Red Star, which suggests the presence of a common mechanism of RNA degradation that likely depends on an evolutionary conserved feature in exon 2 of the *CHS-A* gene.

## Results

We analyzed the mRNA and siRNAs of the *CHS-A* gene in the white and pigmented portions of petal tissues of petunia plants that have cosuppression or naturally occurring RNA silencing of the *CHS-A* gene. The *CHS-A* cosuppressed line contains a single copy of the *CHS-A* transgene and produces petals with a white and purple pattern. The size of the white portions is variable, but they are invariably centered on the junctions between petals; hence, the pattern is called the junction pattern [19] (Figure 1a, left). The bicolor petals of nontransgenic variety Red Star have a star-type white and red pattern: the white sector forms along the veins in the center of each petal (Figure 1a, right). In the white petal tissues of both the junction-type (J-type) and Red Star plants, *CHS-A* mRNA was barely detected (Figure 1b) but *CHS-A* siRNAs accumulated (Figure 1c), confirming the occurrence of *CHS-A* RNA degradation [23].

**Figure 1:**
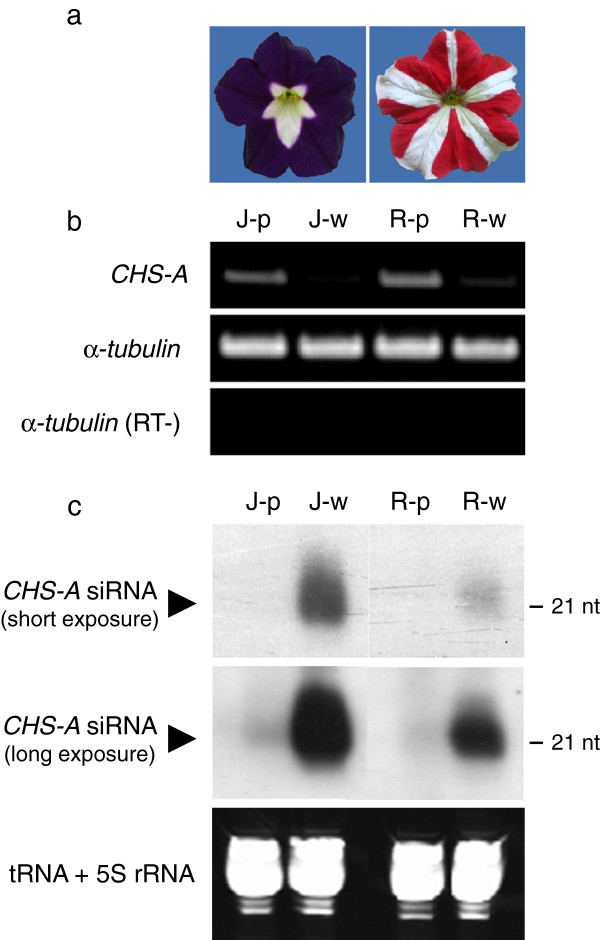
**Detection of *CHS-A *mRNA and siRNAs in J-type and Red Star flowers.** (**a**) Flower phenotypes of J-type (left) and Red Star (right) plants. (**b**) Steady state mRNA levels of the *CHS-A* gene in the white and pigmented petal tissues examined by RT-PCR. J-p, pigmented portions of petals in J-type; J-w, white portions of petals in J-type; R-p, pigmented portions of petals in Red Star; R-w, white portions of petals in Red Star. Transcripts of *α-tubulin* gene were amplified as a positive control. A reaction mixture without reverse transcriptase was used as a control to confirm that no amplification occurred from genomic DNA contamination of the RNA sample (RT-). (**c**) Detection of *CHS-A* siRNAs by Northern blot analysis. Same tissues were used as in the RT-PCR. Hybridization signals obtained with two exposure durations are shown. Ethidium-bromide-stained tRNA and 5S rRNA bands are shown below the panels to show that an equal amount of the small RNA fraction was loaded.

### Mapping of siRNAs on the *CHS-A* gene in a *CHS-A* cosuppressed line

We analyzed siRNAs in J-type plants by deep sequencing technology. 

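Small RNA libraries were made from the white portions (J-w) and the purple portions (J-p) of J-type petals, 1 library for each, from flower buds of about 4.5 cm. The J-type line carries the CHS-A transgene beside the endogenous CHS-A gene, so that a CHS-A siRNA can stem from either. The authors ligated adapters to the low-molecular-weight RNA, sequenced the amplified cDNA on an Illumina Genome Analyzer, trimmed the adapter sequence and deposited, for each library, the distinct sequences of 12 to 29 nt with their raw read counts. J-w held 21138355 reads in 7007219 distinct sequences, and J-p held 26817315 reads in 7812923 distinct sequences. In J-w 53744 sequences and in J-p 46339 sequences stood on more than 1 line, and the counts of such lines were summed. The database sequence to which the paper mapped its reads was not used here. Exon 2 of CHS-A was instead rebuilt by joining overlapping J-w reads of 20 to 22 nt to the sequences printed in Figures 4 and 6 and in Additional file 1: Figure S1, at the nucleotide positions given there. Its start is the sequence of Figure 6, and its end, from the stop codon on, is the endogenous sequence of Figure 4. The rebuilt sequence runs over 1019 nt from the first nucleotide of exon 2 to nucleotide 3769, past the stop codon that ends at nucleotide 3742. Its reading frame held 0 other stop codons. Paths with such a codon were barred when gaps were filled, except in the long gap after the sequence of Figure 6. Outside that gap the open frame is therefore no check. Both RT-PCR primer sites of the paper were found in the rebuilt sequence. Reads of 15 to 29 nt that matched this sequence or the last 20 nt of the intron perfectly, on either strand, were counted as CHS-A reads. Reads specific to the transgene are not among them and were counted apart. Exon 1, the remainder of the intron and the regions outside the gene were not analysed here. At 31 sites of exon 2 part of the reads carried a second base; the base of most J-w reads was taken there, a choice that changes the counts. With 1 library per condition, differences between tissues and lines have no replicate check. The 95% intervals given with the values are exact binomial or Poisson intervals and cover counting error only, because PCR reads without molecular identifiers are not independent molecules.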

Of 21,138,355 reads, 261,197 reads matched the *CHS-A* gene region in the white portions of petals in J-type plants (Table 1). 

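In the rebuilt exon 2, 293072 J-w reads matched perfectly, or 13864.5 RPM (read counts scaled to the total of the library; 95% binomial interval 13814.7 to 13914.4). The sense strand took 85784 of them and the antisense strand 207288, so that 29.3% were sense (29.1 to 29.4%). In J-p, 10308 reads matched, 3506 of them sense and 6802 antisense, or 384.4 RPM (377.0 to 391.9). The J-w value moved most when only 21-nt reads were counted, to 10023.4 RPM. With any base seen at a variable site allowed, a choice made after seeing the data, 304931 J-w reads and 11014 J-p reads matched.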

The size distribution of siRNAs mapped in the *CHS-A* gene region revealed the predominance of siRNAs of 21 nt and 22 nt, especially 21 nt, for both sense and antisense strands in this plant line (Figure 2a). This result indicates that *CHS-A* siRNAs are predominantly produced by the function of DCL4 orthologue(s). 

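Of the J-w reads of 18 to 25 nt, 72.8% were 21 nt long (95% binomial interval 72.6 to 72.9%) and 18.5% were 22 nt long (18.4 to 18.7%). The 21-nt class held 65001 sense and 146877 antisense reads, and the 22-nt class 10837 sense and 43102 antisense reads. The 24-nt class held 4090 reads on both strands together, 1.41%. Counted as distinct siRNA species instead of reads, the share of 21 nt fell to 29.5%, while that of 22 nt was 19.6%. From the predominance of 21 nt, the paper concludes that the CHS-A siRNAs were produced mainly by an orthologue of DCL4, the Dicer-like enzyme that makes 21-nt siRNAs.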

The position and abundance of the 21-nt to 24-nt siRNAs mapped in the *CHS-A* gene region are shown in Figure 3. 

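All J-w and J-p reads counted as CHS-A lay within exon 2. In both libraries 0 of them touched the last 20 nt of the intron, which allows a share of up to 0.00102% in J-w and 0.0291% in J-p. Among reads that held the first 14 nt of exon 2 behind at least 3 other nucleotides, 0 ran into the intron in either library. Such reads ran into another sequence in 2 cases in J-w and in 1 case in J-p. These limits hold for the part of the intron next to exon 2 only.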

Almost all the siRNAs were mapped to exon 2 of the *CHS-A* gene region (see, for example, Figure 3a, b). There is uneven distribution of siRNA within exon 2, indicating the presence of multiple hot spots for siRNA production. 

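The 21-nt J-w reads fell on 703 sense and 682 antisense species of the 999 that the rebuilt exon 2 can give on each strand. On the sense strand the most abundant species took 13.3% of the 21-nt reads, the 10 most abundant took 53.3% and the median species had 8 reads. Of the antisense reads, the most abundant species took 20.8%, the 10 most abundant took 71.4% and the median species had 7 reads. The most abundant sense siRNA, UUGGAUGAAAUGAGAAAGGCC at nucleotides 3608 to 3628, had 8627 reads, and CAUUUGGAUAGUUUAGUUGGC at 3185 to 3205 had 6278 reads. Along the exon, the siRNAs that begin in the first 100 nt took 189 reads of 18 to 25 nt, 0.0649%, whereas those that begin at nucleotides 3051 to 3150 took 25.2% and those at 3251 to 3350 took 30.1%.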

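In RPM, the CHS-A reads of J-w came to 36.1 times those of J-p (95% interval 35.4 to 36.8, exact conditional, counting error only). For 21-nt reads alone the ratio was 42.0 on the sense strand (40.2 to 44.0) and 39.7 on the antisense strand (38.5 to 40.9). For 24-nt reads it was 17.3 on the sense strand (14.6 to 20.7) and 29.7 on the antisense strand (24.1 to 37.0). Among the alternatives set in advance, the ratio lay lowest, at 28.4, with raw read numbers that are not scaled to the size of the library, and highest, at 41.3, when scaled to the reads of 18 to 25 nt in each library. In J-p, 21-nt reads made up 65.7% of the CHS-A reads of 18 to 25 nt (64.8 to 66.6%) and 22-nt reads 20.0% (19.3 to 20.8%).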

*CHS-A* siRNAs were also detected in the purple portions of petals in J-type plants, although the level of siRNAs was 1/30 of the level in the white tissues (Figure 2a, b). The presence of siRNAs at a low level in the pigmented petal tissues was also shown by the Northern blot analysis (Figure 1c, see “long exposure”).

**Table 1:** **Number of siRNA reads mapped in the *CHS-A *gene region**

**Read statistic**	**J-w**	**J-p**	**R-w**	**R-p**
Total reads analyzed	21,138,355	26,817,315	21,318,490	25,612,671
Total reads mapped in *CHS-A* region				
Sense strand	78,684	3,672	33,958	2,716
Antisense strand	182,513	7,058	49,627	1,812
Total	261,197	10,730	83,585	4,528

Abbreviations: J-p, pigmented portions of J-type petals; J-w, white portions of J-type petals; R-p, pigmented portions of Red Star petals; R-w, white portions of Red Star petals.

**Figure 2:**
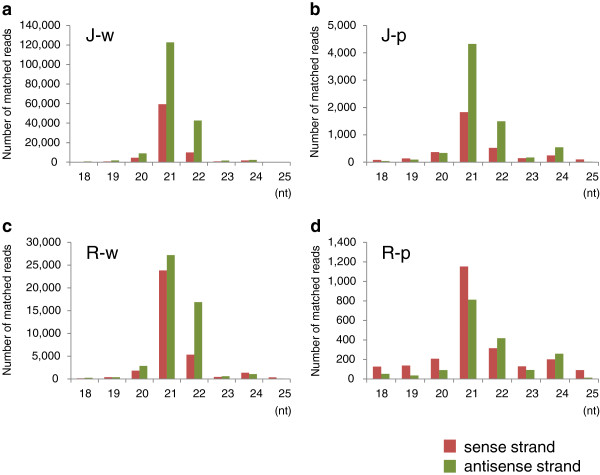
**Frequency of siRNAs between 18 and 25 nt mapped in the *CHS-A *gene from floral tissues of petunia.** (**a**) White and (**b**) pigmented tissues of J-type plants, (**c**) white and (**d**) pigmented tissues of Red Star plants. Number of siRNAs mapped on the sense strand (red bars) and antisense strand (green bars) are indicated.

**Figure 3:**
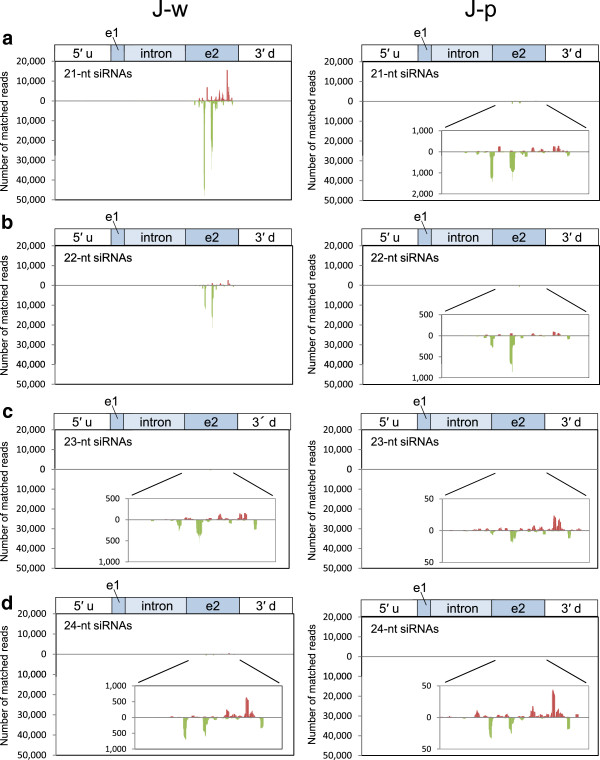
**Position and abundance of siRNAs mapped on the *CHS-A *gene region in J-type plants.** Data for (**a**) 21-nt, (**b**) 22-nt, (**c**) 23-nt and (**d**) 24-nt siRNAs in the white (J-w) and pigmented (J-p) petal tissues are shown. Bars above and below the *x*-axis indicate siRNAs mapped on the sense and antisense strands, respectively. A detail of the siRNA data in exon 2 is inserted when the level was very low. 5′ u, 5′ upstream region; e1, exon 1; e2, exon 2; 3′ d, 3′ downstream region.

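The 3′ untranslated part of the transgene differs from that of the endogenous gene, the sequences departing at the last base of the stop codon, nucleotide 3742, and a 21-nt siRNA over this point can be assigned to either. In J-w, 3 sense reads of 21 nt in 2 species were specific to the endogenous gene (95% Poisson interval 0.619 to 8.77), within the stretch of sequence that Figure 4 shows. Sense reads of 21 nt specific to the transgene numbered 350 in 17 species (314 to 389). Specific to the endogenous gene were 0 antisense reads of 21 nt, and 1513 were specific to the transgene (1438 to 1591). In J-p, 6 sense reads of 21 nt were specific to the endogenous gene (2.20 to 13.1) and 21 to the transgene (13.0 to 32.1). From the presence of both kinds, the paper concludes that mRNAs of the endogenous gene and of the transgene were both degraded via RNA silencing pathways. The endogene-specific reads of 18 to 25 nt were all sense in J-w and in J-p, so that fragments of mRNA are not excluded as their source. The legend of Figure 4 reports a similar picture for the antisense strand, which these counts do not show for the endogenous gene.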

The endogenous *CHS-A* gene and *CHS-A* transgene have different nucleotide sequences in the 3′ untranslated region. siRNAs specific to the endogenous *CHS-A* gene and those specific to the *CHS-A* transgene were both detected (Figure 4), which indicates that mRNAs derived from the endogenous *CHS-A* gene and *CHS-A* transgene are both degraded via RNA silencing pathways. The number of siRNA mapped in this region was higher for the *CHS-A* transgene than for the endogenous *CHS-A* gene (Figure 4).

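With all lengths of 18 to 25 nt on both strands, the transgene-specific reads over this point numbered 3948 in J-w (95% Poisson interval 3825.8 to 4073.1) in 167 species, against 3 endogene-specific reads. In J-p, 231 reads (202 to 263) were transgene-specific and 10 (4.80 to 18.4) were endogene-specific by the same count. The number for the endogenous gene rests on 2 species in J-w, so that no ratio between the genes is given.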

**Figure 4:**
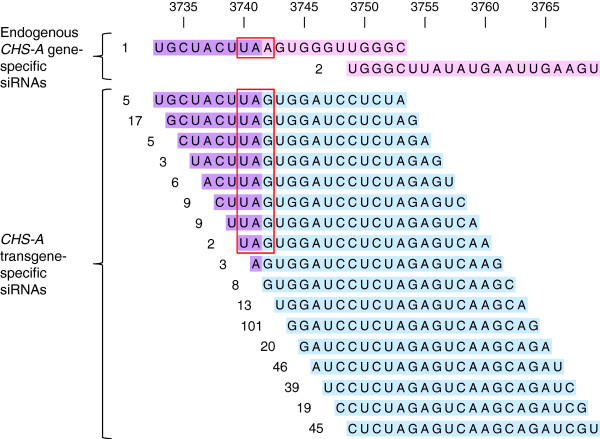
**siRNAs derived from the endogenous *CHS-A *gene and the *CHS-A *transgene.** Sense strand 21-nt siRNAs that have nucleotide sequences specific to either the endogenous *CHS-A* gene (*CHS-A* endogene) or the *CHS-A* transgene in the vicinity of translational termination codon (indicated by red boxes) are shown. Nucleotide sequences are described in the 5′ to 3′ direction from left to right. Read numbers of siRNAs are shown to the left. Nucleotide positions in the *CHS-A* endogene are shown at the top. siRNA sequences common to the *CHS-A* endogene and *CHS-A* transgene are colored in purple, and those specific to the *CHS-A* endogene and *CHS-A* transgene are colored in pink and blue, respectively. Similar patterns were also observed for antisense strand in J-type. No siRNA was detected in this region in wild-type V26 plants (data not shown).

### Mapping of siRNAs on the *CHS-A* gene in a non-transgenic variety

The production of *CHS-A* siRNAs was also analyzed in petal tissues of Red Star. 

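Red Star libraries were made in the same way from the white (R-w) and the red (R-p) portions of petals, 1 library for each, from buds of about 5.0 cm. R-w held 21318490 reads in 7378683 distinct sequences and R-p held 25612671 reads in 7945587 distinct sequences, and the counts are again raw reads per sequence. Their reads were matched to the exon 2 sequence rebuilt from J-w, so a Red Star siRNA that covers a base of its own was not counted. The J-w and R-w reads of 18 to 25 nt were scanned for sites at which part of the reads carried a second base. The limits, in either library, were 6 or more distinct sequences, 10 or more reads and 3% or more of the reads over the site. The scan listed 31 sites. Nucleotide 3319 is among them, although its counted share was below 3%, at 1.78% in J-w and 2.62% in R-w. At 11 of the sites most R-w reads carried the second base, as at C3313T, where positions are nucleotides of CHS-A as the paper counts them, the first base is that of most J-w reads and the last the second base; there 11610 R-w reads (87.9%) and 85 J-w reads (0.270%) had it. At 16 of the sites more than 5% of the J-w reads carried the second base. Of the 31 changes, 27 lie at the third position of a codon and 28 leave the amino acid as it is. When R-w and R-p were matched instead to the base of most R-w reads, an alternative chosen after seeing the data, the R-w count rose from 106608 to 121273 reads.

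**Figure D1:**
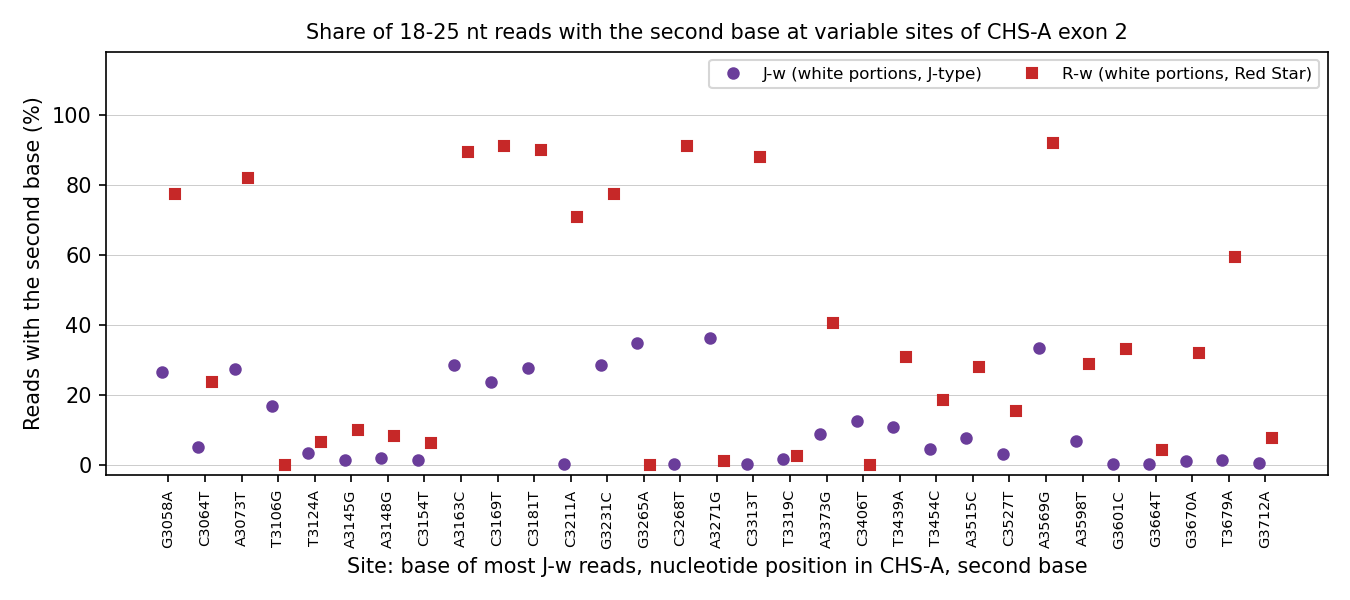
Share of the reads of 18 to 25 nt, in percent, that carry the second base at each of the 31 variable sites of CHS-A exon 2, for J-w (circles) and R-w (squares); sites are ordered along the exon and named by the base of most J-w reads, the nucleotide position and the second base. R-w lies above 50% at 11 sites, and J-w lies below 50% at all of them because its most frequent base was taken as the first.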

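In R-w, 70.2% of the CHS-A reads of 18 to 25 nt were 21 nt long (95% binomial interval 69.9 to 70.5%) and 21.1% were 22 nt long (20.8 to 21.3%). The 21-nt class held 24908 sense and 49666 antisense reads, and the 22-nt class 5432 sense and 16945 antisense reads. Without the 10 most abundant siRNA species of the library, the share of 21 nt was 62.6%. In R-p the shares were 60.1% for 21 nt (58.6 to 61.7%) and 18.4% for 22 nt (17.2 to 19.7%).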

In the white portions of petals, 21-nt and 22-nt siRNAs were predominant (Figure 2c). The production of siRNAs was confined to exon 2, which included multiple highly abundant siRNAs (Figure 5), as observed for the white portions of J-type plants. Similarly, *CHS-A* siRNAs were also detected in red portions of Red Star flowers at a very low level (1/20–1/40 of the level in white tissues; Figure 2c, d). 

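In R-w and R-p, 0 of the CHS-A reads touched the last 20 nt of the intron, which allows a share of up to 0.00281% in R-w and 0.0724% in R-p; the other parts of the gene outside exon 2 were not analysed here. The 10 most abundant 21-nt species took 49.8% of the R-w reads of that length on the sense strand and 74.1% on the antisense strand. A single antisense species, UCAAUGUUUUUUGAGAUCAGC at nucleotides 3391 to 3411, took 45.6% of the 21-nt antisense reads. The weight of the stretches differed from that in J-w: siRNAs that begin at nucleotides 3351 to 3450 took 32.7% of the R-w reads of 18 to 25 nt (95% binomial interval 32.4 to 32.9%) and 16.7% of those of J-w (16.6 to 16.9%). Part of this rests on matching R-w to the J-w bases: with the bases of most R-w reads, chosen after seeing the data, the R-w share was 28.7%, below the 29.8% at 3251 to 3350.

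**Figure D2:**
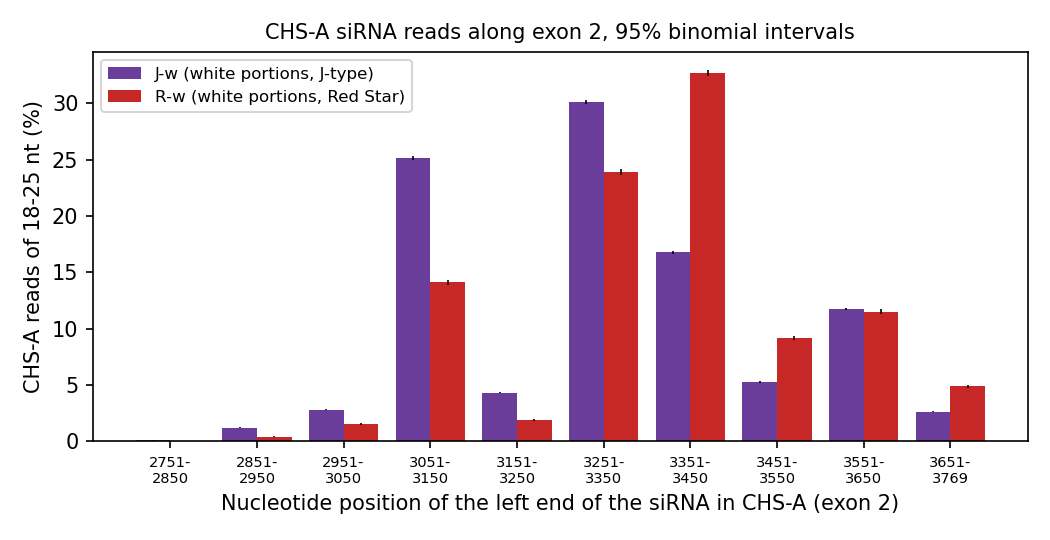
Share of the CHS-A reads of 18 to 25 nt, in percent, by the nucleotide position at which the siRNA begins in sense coordinates, in bins of 100 nt (the last bin is longer), for J-w and R-w; bars start at 0 and error bars are 95% binomial intervals for counting error. Both libraries were matched to the bases of most J-w reads. With these, R-w is highest at nucleotides 3351 to 3450, with 32.7%, and J-w at 3251 to 3350, with 30.1%; with the bases of most R-w reads, R-w is highest at 3251 to 3350, with 29.8%.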

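In R-p, 4145 reads matched exon 2, 2339 of them sense and 1806 antisense, or 161.8 RPM (95% binomial interval 156.9 to 166.8). In RPM, the CHS-A reads of R-w came to 30.9 times those of R-p (30.0 to 31.9, exact conditional). The ratio differed by strand: for reads of 18 to 25 nt it was 19.9 on the sense strand (19.0 to 20.8) and 47.8 on the antisense strand (45.6 to 50.1). In the same libraries 56.4% of the CHS-A reads were sense in R-p (54.9 to 57.9%) and 32.6% in R-w (32.3 to 32.9%). Among R-p reads of 15 to 19 nt, 92.0% were sense (88.9 to 94.4%), against 47.6% among its 21-nt reads (45.6 to 49.7%).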

The read number indicated that more *CHS-A* siRNAs were detected in the white petal tissues of J-type plants than in those of Red Star plants (Table 1; Figure 2a, c). These results are consistent with the difference in the signal intensity in the Northern blot analysis (Figure 1c).

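In R-w the CHS-A reads came to 5000.7 RPM (95% binomial interval 4970.8 to 5030.8). On this scale J-w held 2.77 times as many as R-w (2.75 to 2.79, exact conditional). The ratio remained above 1 under each alternative tried. Among those set in advance, it was highest, at 3.01, when scaled to the reads of 18 to 25 nt and lowest, at 2.52, when 1 mismatch was allowed in reads of 18 nt or longer. With any base seen at a variable site allowed, a choice added after seeing the data, it was 2.33.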

**Figure 5:**
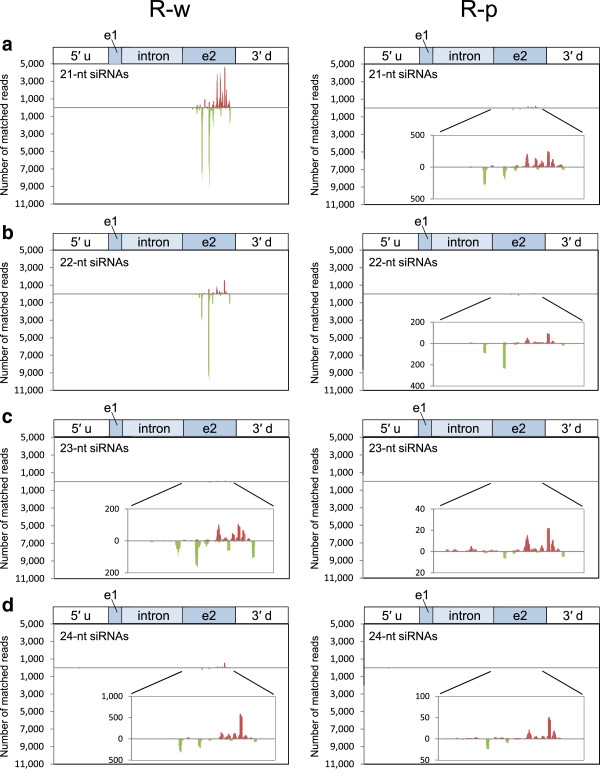
**Position and abundance of siRNA mapped on the *CHS-A *gene region in Red Star plants.** For more details, see Figure 3 legend.

### The presence of siRNAs mapped in the vicinity of the intron–exon 2 boundary

Because the distribution of *CHS-A* siRNAs was confined to exon 2 in both J-type and Red Star plants, we had a close look at the mapping of siRNAs in the boundary between intron and exon 2. 

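With the first nucleotide of exon 2 as position 1, the first 21-nt sense siRNA in J-w was UGAUUAAGAAAAGGUACAUGC at nucleotides 2763 to 2783, with 1 read. The first on the antisense strand was AUGUACCUUUUCUUAAUCAUU at nucleotides 2761 to 2781, also with 1 read. The nearest with at least 2 reads began at position 34 on the sense strand and 29 on the antisense strand, and the nearest with at least 6 reads at positions 52 and 47.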

The 21-nt siRNAs mapped closest to intron in exon 2 were 13 nt and 11 nt distant from the intron–exon 2 boundary in the white portions of J-type plants for sense and antisense strands, respectively (Figure 6). Similarly, the siRNA mapped closest to the boundary was 51 nt (data not shown) and 33 nt (Figure 6) distant from the boundary in the white portions of Red Star for sense and antisense strands, respectively. In addition, 22-nt siRNAs of both sense and antisense strands were mapped at similar positions (22 nt and 9 nt distant from the boundary, respectively) in the J-type (Figure 6). Thus, the 5′ end of siRNA production in exon 2 was very close to the intron–exon 2 boundary in both J-type and Red Star plants.

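In R-w the first 21-nt sense siRNA was UUGAAAGAGAAUCCUAGUAUG at nucleotides 2801 to 2821, with 3 reads, and the first antisense one was CAAGAUUUCCUCUGUUAAGUG at nucleotides 2783 to 2803, with 1 read. The nearest species with at least 6 reads began at position 136 of exon 2 on the sense strand and 171 on the antisense strand. siRNAs that begin in the first 100 nt of exon 2 took 32 R-w reads of 18 to 25 nt, 0.0301% (95% binomial interval 0.0206 to 0.0425%).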

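In J-w the 22-nt siRNA nearest the boundary was AAAGGUACAUGCACUUAACAGA at nucleotides 2772 to 2793 on the sense strand and UGUACCUUUUCUUAAUCAUUGA at nucleotides 2759 to 2780 on the antisense strand, each with 1 read. With at least 2 reads, both strands began at position 50. In R-w the nearest 22-nt siRNAs began at nucleotide 2801 on the sense strand and 2800 on the antisense strand, each again with 1 read.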

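Because J-w held more CHS-A reads than R-w, its nearest siRNA depends on depth. When J-w was thinned to the number of R-w reads of the same length and strand in 100 random draws, its nearest 21-nt siRNA began on average at position 26.4 on the sense strand (draws from 13 to 51) and 24.1 on the antisense strand (11 to 47), ranges that include the R-w positions of 51 and 33. In the pigmented portions the nearest sense siRNA of 21 nt began at position 8 in J-p and 6 in R-p, with 1 read each, and the nearest antisense one at 155 in J-p and 103 in R-p. With at least 2 reads the sense position was 128 in both. From the siRNAs nearest the intron in both lines, the paper concludes that siRNA production in exon 2 starts close to the boundary.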

**Figure 6:**
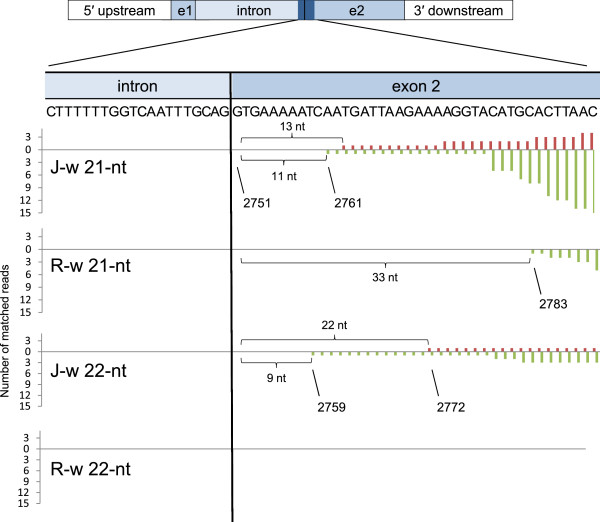
**Position and abundance of siRNAs mapped in the boundary region between intron and exon2 of the endogenous *CHS-A *gene.** Data for 21-nt and 22-nt siRNAs in the white petal tissues of J-type (J-w) and Red Star (R-w) plants are shown. DNA sequence in the intron–exon 2 boundary (20 nt of intron and 40 nt of exon 2; nucleotide positions 2731–2790) is shown. Bars above and below the *x*-axis indicate siRNAs mapped on the sense and antisense strands, respectively. Nucleotide positions of the 5′ end of exon 2, and those of the 3′ ends of antisense siRNAs mapped in this region are indicated. No 22-nt siRNA was mapped in this region in R-w.

### Commonality in the abundance of siRNAs between J-type and Red Star plants

We compared the read number of 21-nt siRNAs between J-type and Red Star plants. We found that siRNAs highly abundant in the white portions of J-type plants were also highly abundant in the white portions in Red Star, and vice versa. For example, 18 of the 20 most abundant siRNAs of the sense strand (in 682 siRNA species) detected in the white portions of J-type plants were found within the 24 most abundant siRNAs (in 469 siRNA species) detected in the white portions of Red Star flowers (Figure 7a). Similarly, 16 of the 20 most abundant siRNAs of the antisense strand (in 670 siRNA species) detected in the white portions of J-type plants were found within the 23 most abundant siRNAs (in 451 siRNA species) in the white portions of Red Star plants (Figure 7b). 

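The most abundant siRNAs show this in either direction. On the sense strand the first in R-w, AAUAAAGUUGGGCCUAAAGCC at nucleotides 3514 to 3534 with 2765 reads, was number 5 in J-w with 2670 reads. The next in R-w, UUUGGAUGAAAUGAGAAAGGC at 3607 to 3627 with 2168 reads, was number 3 in J-w with 5753 reads. The first in J-w, UUGGAUGAAAUGAGAAAGGCC, was number 3 in R-w with 1766 reads. The next in J-w, CAUUUGGAUAGUUUAGUUGGC, was number 7 in R-w with 785 reads.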

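With the rebuilt sequence, J-w gave 703 and R-w 465 sense species of 21 nt. Of the 20 most abundant in J-w, 17 were among the 24 most abundant in R-w (85%, exact binomial 95% interval 62.1 to 96.8%). If the ranks were unrelated, 0.652 would be shared on average. Of the first 10 in each library 7 were shared, and of the first 50 in each 42 were shared.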

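On the antisense strand J-w gave 682 and R-w 452 species of 21 nt. Of the 20 most abundant in J-w, 16 were among the 23 most abundant in R-w (80%, exact binomial 95% interval 56.3 to 94.3%), where unrelated ranks would give 0.644 on average. Of the first 10 in each library 7 were shared, and of the first 50 in each 43 were shared.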

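On the antisense strand, CUGAACAAACAACAAGGACUC at nucleotides 3126 to 3146 had 30498 reads in J-w, more than any other 21-nt antisense species there, and 3535 reads in R-w, where it was number 2. UCAAUGUUUUUUGAGAUCAGC at 3391 to 3411 was number 2 in J-w with 26492 reads and number 1 in R-w with 22655 reads. The latter covers the variable site C3406T (first base that of most J-w reads, position as in the paper), at which 25131 R-w reads of 18 to 25 nt carried the first base and 4 the second. With the second base there, this siRNA is not matched; Figure 7b lists the siRNA of these nucleotides with the second base.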

Most strikingly, the same siRNA of antisense strand was most abundant in both J-type and Red Star plants (Figure 7b).

**Figure 7:**
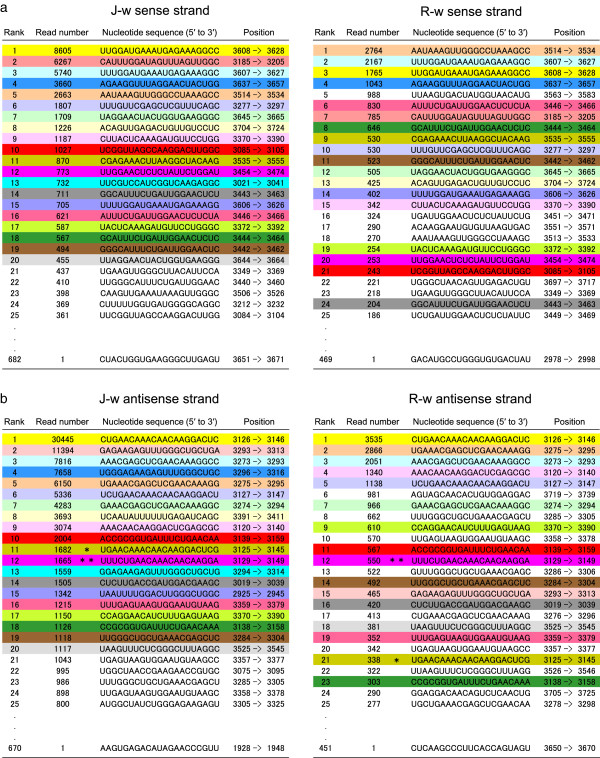
**Highly abundant 21-nt siRNAs in the white portions of petals in J-type and Red Star plants.** The order of siRNAs of sense (**a**) and antisense (**b**) strands was arranged according to the number of reads in deep-sequencing analysis. J-w and R-w refer to the siRNAs detected in the white portions of J-type and Red Star plants, respectively. Twenty most abundant siRNAs in J-w are colored, and the siRNAs of the same sequence in Red Star are colored the same. Note that most of the highly abundant siRNAs in J-type plants are also highly abundant in Red Star plants. Phy-siR1 and phy-siR2 [36] are indicated by single and double asterisks, respectively.

To compare the overall feature of siRNA production between J-type and Red Star plants, we analyzed the correlation in the rank of siRNAs based on the number of reads between J-type and Red Star plants. 

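In the rebuilt sequence, 21-nt species with more than 5 reads numbered 406 sense and 369 antisense in J-w and 233 sense and 180 antisense in R-w. They took 99.0% and 99.5% of the 21-nt reads in J-w and 97.9% and 98.9% in R-w, for sense and antisense strands respectively. Both libraries held 222 of the sense and 172 of the antisense species at more than 5 reads.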

We calculated Spearman’s rank correlation coefficient using siRNAs that had more than five reads, which cover 97–99% of all siRNA reads (see “value B / value A” in Table 2); 214 sense and 180 antisense different siRNA species, which were detected in both J-type and Red Star plants, were used for the calculation. The results indicated that the siRNA ranks in J-type and Red Star plants are highly correlated with each other for both sense and antisense strands (for the sense strand, *r*_*s*_ = 0.723, *P* < 0.01; for the antisense strand, *r*_*s*_ = 0.852, *P* < 0.01) (Table 2). 

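Across these species, Spearman's rank correlation coefficient between J-w and R-w was 0.757 for the sense strand (222 species) and 0.837 for the antisense strand (172 species). Each had a two-sided permutation p of 1e-05 from 100000 resamples, the smallest they can give and unchanged by Benjamini-Hochberg adjustment over the 4 correlations at 21 and 22 nt. Pearson's r of the log10 counts was 0.843 and 0.884. Species that overlap on the same transcript are not independent replicates, so these p-values describe the pair of libraries. At 21 nt, the alternative set in advance that moved a coefficient most took in all species with at least 1 read in both, which gave 0.805 over 432 sense species and 0.766 over 420 antisense species.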

Taken together, these results indicate commonality between J-type and Red Star plants in terms of siRNA production.

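Among species of a single phase, which do not overlap, the median coefficient over phases was 0.810 on the sense strand (21 phases) and 0.828 on the antisense strand (19 phases). Within species that share the 5′ nucleotide, the median over the 4 nucleotides was 0.766 on the sense and 0.824 on the antisense strand. From the correlated ranks and the abundant siRNAs found in both, the paper concludes that J-type and Red Star plants have siRNA production in common.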

**Table 2:** Reads and rank correlation of 21-nt siRNAs in white tissues of J-type and Red Star petals

**Read statistic**	** Sense strand**		** Antisense strand**	
	**J-w**	**R-w**	**J-w**	**R-w**
Total number of siRNA reads (value A)	59,386	23,840	122,753	27,197
Total number of reads for siRNA species with >5 reads (value B)	58,705	23,287	122,033	26,646
Value B / value A	0.989	0.977	0.994	0.980
Total number of siRNA species	682	469	670	451
Number of siRNA species with >5 reads	374	219	337	182
Number of siRNA species with >5 reads in both J-w and R-w	214		180	
Rank correlation coefficient (*r*_*s*_ )	0.723^a^		0.852^a^	

^a^*P* < 0.01.

Abbreviations: J-w, white portions of J-type petals; R-w, white portions of Red Star petals.

A similar correlation in the rank of siRNAs between J-type and Red Star plants was also detected for 22-nt siRNAs (Additional file 1: Figure S1). For example, the two most abundant siRNAs were common to J-type and Red Star plants for both sense and antisense strands.

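For 22-nt siRNAs with more than 5 reads in both libraries, Spearman's rank correlation coefficient was 0.754 for the sense strand (90 species) and 0.784 for the antisense strand (78 species). The two-sided permutation p was 1e-05 in each case, the smallest that 100000 resamples can give. Over species with more than 20 reads in both, the coefficients were 0.636 (49 species) and 0.808 (42 species).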

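On the sense strand UUUUGGAUGAAAUGAGAAAGGC at nucleotides 3606 to 3627 was number 1 in both, with 2031 reads in J-w and 1277 in R-w, and CUUUGUUCGAGCUCGUUUCAGC at 3276 to 3297 was number 2 in both, with 900 and 463 reads. On the antisense strand UGAAACGAGCUCGAACAAAGGC at 3274 to 3295 was number 1 in both, with 13486 and 8199 reads. Number 2 in both was UCUGAACAAACAACAAGGACUC at 3126 to 3147, with 9274 and 2273 reads.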

### Commonality in the production of phased siRNAs

In *Arabidopsis*, cleavage of transcripts by a small RNA can result in in-phase generation of 21-nt secondary siRNAs by DCL4 after production of dsRNA by RDR6 [11,12]. To detect phased siRNAs in the J-type and Red Star plants, we mapped siRNAs of the *CHS-A* gene independently in 21 different phases. 

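For each strand, every 21-nt species with at least 1 read was assigned to 1 of 21 phases by the nucleotide at its upstream end in sense coordinates, so that a siRNA at nucleotide 2761 falls in phase 10. For the antisense strand this numbering was inferred from Figures 6, 9 and 12, in which the phase number rises with the nucleotide position, whereas the legend of Figure 8 counts from the last nucleotide of the reference, which was not used here. A region was a run of 3 or more units of 21 nt that follow each other without a gap in the same phase. Presence alone decides a unit, and therefore a region can rest on species with 1 read.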

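In J-w, 77 regions were found on the sense strand and 71 on the antisense strand, and in R-w 65 and 53. With at least 6 reads per species, J-w had 55 and 45 regions and R-w 23 and 7. When J-w was thinned to the number of R-w reads of the strand, it gave on average 76.1 sense and 66.8 antisense regions in 100 draws.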

Figures 8 and 9 show the distribution of 21-nt phased siRNAs that are contiguous for three or more units in each phase in exon 2. These phased siRNAs were detected in all 21 phases in both J-type and Red Star plants for both sense (Figure 8) and antisense (Figure 9) strands except for “phase 2” of the antisense strand in Red Star (Figure 9).

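Regions occurred in all 21 phases in both libraries and on both strands when species with at least 1 read were counted. On the antisense strand in R-w, phases 2, 3 and 15 had none with at least 2 reads per species, and with at least 6 reads regions were left in 6 phases.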

**Figure 8:**
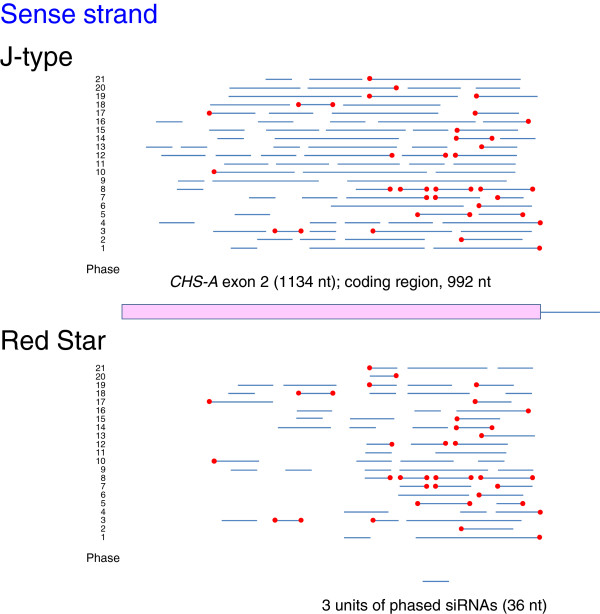
**Phased siRNAs from sense strand of *CHS-A *exon 2.** Data in upper and lower panels were obtained from white portions of J-type and Red Star petals, respectively. Presence/absence of 21-nt siRNAs was analyzed in 21 phases independently. The results of each phase are marked 1–21: the first nucleotide of “phase 1” corresponds to the first and last nucleotides of the *CHS-A* reference sequence (see Methods) for sense and antisense strands, respectively. Blue lines: regions producing phased siRNAs of three or more contiguous units. Red dots: 5′ or 3′ ends of phased-siRNA producing regions that are common to J-type and Red Star petals.

**Figure 9:**
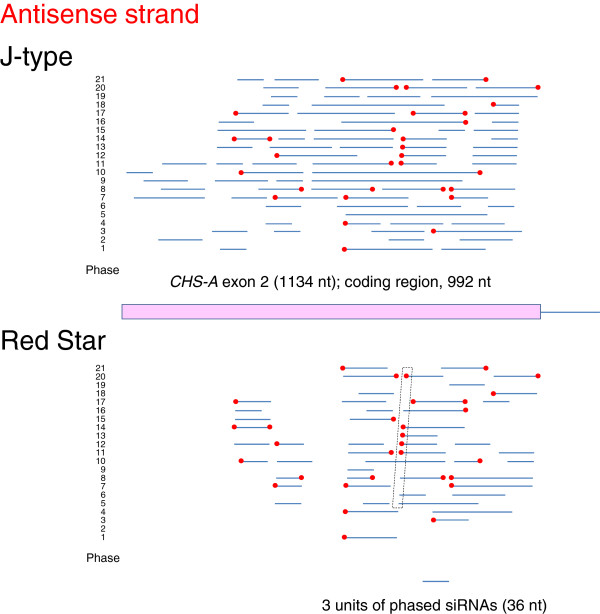
**Phased siRNAs from antisense strand of *CHS-A *exon 2.** The ends of phased siRNAs indicated by dotted lines are shown in detail in Figure 12. For other details, see legend to Figure 8.

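On the sense strand the first region began at nucleotide 2806 in J-w and 2929 in R-w, 123 nt apart. For the antisense strand it began at nucleotide 2761 in J-w and 2904 in R-w, 143 nt apart. The last region ended at nucleotide 3741 in both libraries on the sense strand and at 3736 in both on the antisense strand, within the last nucleotides of the coding region. Past the stop codon both libraries were matched to the endogenous sequence only. Reads with another 3′ sequence, such as those specific to the transgene, could therefore not lengthen a region. The common downstream limit may thus stem from the sequence used. The distance between the first regions depends on the minimum of reads. With at least 2 reads per species it was 69 nt on the sense and 252 nt on the antisense strand. With J-w thinned to the R-w reads it was on average 89.2 nt and 88.4 nt; thinning equalises the number of reads but not their distribution over species.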

Phased siRNAs were distributed more widely in J-type plants than in Red Star plants: the 5′ end of phased siRNA-producing region in J-type was 151-nt and 254-nt upstream of that in Red Star for sense and antisense strands, respectively, while the 3′ end of phased siRNA-producing region encompassed the 3′ end of the *CHS-A* coding region in both J-type and Red Star plants. Both siRNA reads and phasing scores were consistent with a wider distribution of phased siRNAs in J-type than in Red Star (Figures 10 and 11). 

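The phasing score of Howell et al. is the natural logarithm of (1 + reads) raised to the number of occupied cycles minus 2, here over windows of 8 cycles of 21 nt. In phase 12 of the sense strand the highest score was 41.1 in J-w and 33.0 in R-w, and 40 of 43 cycles were occupied in J-w and 28 in R-w. In phase 11 of the antisense strand the highest score was 35.5 in J-w and 30.3 in R-w, with 33 and 24 of 44 cycles occupied. In 100 draws of J-w thinned to the R-w reads, the mean highest score was 34.2 on the sense and 28.2 on the antisense strand; the R-w scores had counting intervals of 26.1 to 33.3 and 19.7 to 30.7. Over all 21 phases, the highest score ranged from 26.7 to 53.5 on the J-w sense strand and from 23.3 to 61.6 on the J-w antisense strand, and in R-w from 17.8 to 41.4 and from 16.0 to 60.4.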

The maximum number of contiguous units was 19, which covers a 399-nt region (in J-type antisense strand, phase 10) (Figure 9). 

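On the J-w antisense strand the longest run had 28 units, 588 nt, in phase 9 from nucleotide 2970 to 3557. On the J-w sense strand it had 32 units, 672 nt, in phase 12 from nucleotide 2847 to 3518. In R-w the longest runs had 17 units on the sense strand and 13 on the antisense strand; with the bases of most R-w reads, chosen after seeing the data, the latter had 23 units, 483 nt. In J-w thinned to the R-w reads the mean was 16.6 units on the sense and 18.3 on the antisense strand. With at least 2 reads per species, the longest J-w runs had 17 units on the sense and 18 on the antisense strand.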

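Of the 65 R-w regions on the sense strand, 20 shared the upstream end and 16 the downstream end with a J-w region. When the R-w map was shifted in a circle against the J-w map, the mean was 5.90 upstream ends over 845 shifts and 5.71 downstream ends over 873 shifts, and 0% of the shifts gave as many as observed for either end. With at least 6 reads per species, 13 upstream and 14 downstream ends of 23 regions were shared. On either strand, downstream ends at the stop codon can coincide because both maps were matched only to the endogenous sequence past it. How many do so was not counted.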

Some of the 5′ ends or 3′ ends of the regions that produced phased siRNAs in Red Star plants were conserved in J-type plants; of the 62 regions that produced phased siRNAs for sense strand in Red Star plants (Figure 8, indicated by blue lines), 21 of the 5′ ends and 16 of the 3′ ends were conserved in J-type plants (Figure 8, indicated by red dots). Similarly, of the 50 regions that produced phased siRNAs for antisense strand in Red Star plants, 19 of the 5′ ends and 12 of the 3′ ends were conserved in J-type plants (Figure 9). 

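Of the 53 R-w regions on the antisense strand, 11 shared the upstream end and 12 the downstream end with a J-w region. Circular shifts gave a mean of 4.16 upstream and 4.11 downstream ends, and 0.332% and 0.329% of the shifts gave as many as observed. The number of shared upstream ends depends on the bases at the variable sites: with R-w matched to the bases of most R-w reads, a choice made after seeing the data, it was 20 of 56 regions.

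**Figure D3:**
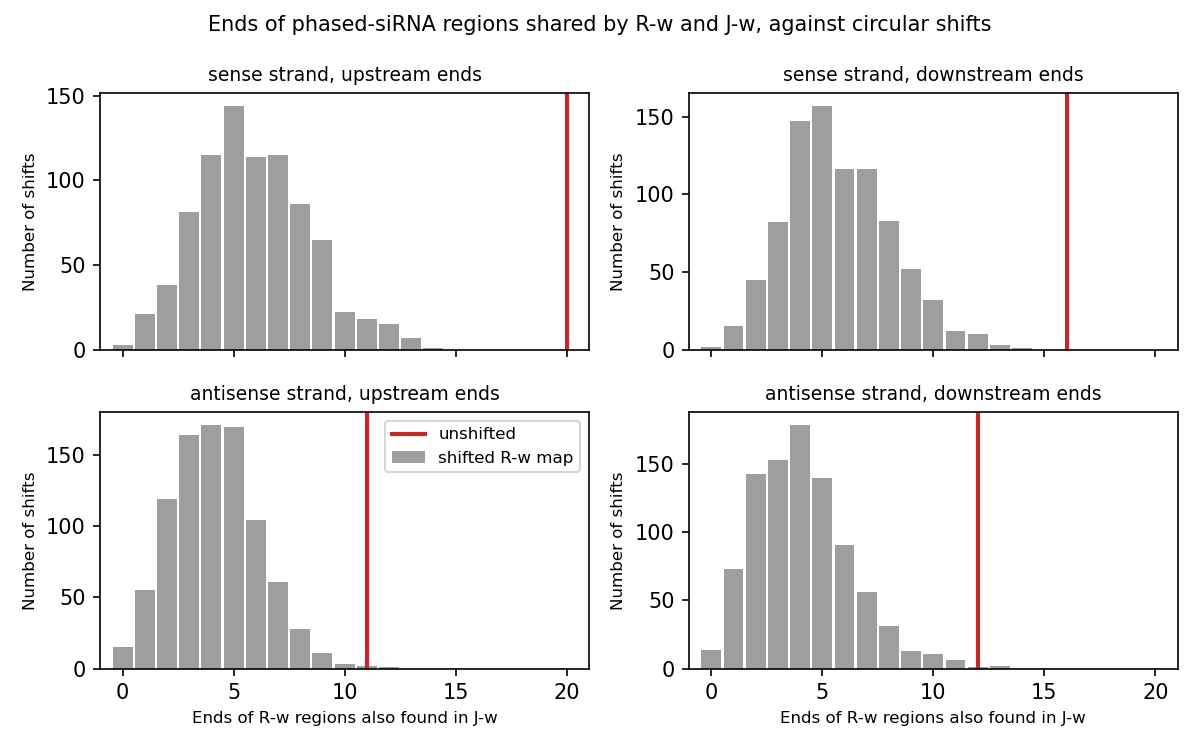
Number of circular shifts of the R-w map (bars, y axis) that gave each number of ends of R-w phased-siRNA regions also found in J-w (x axis), by strand and by end, with upstream and downstream in sense coordinates; the line marks the number without a shift. The lines stand at 20 and 16 ends for the sense strand and at 11 and 12 for the antisense strand.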

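The J-w antisense siRNA at nucleotides 2761 to 2781 was the first unit of a region in phase 10 that began at nucleotide 2761. With at least 2 reads per species this unit dropped out, and the first antisense region in J-w began at nucleotide 2843.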

We also found that 21-nt siRNAs mapped in the vicinity of intron–exon 2 boundary in the antisense strand in J-type plants (Figure 6) were phased siRNAs (Figure 9; phase 10).

**Figure 10:**
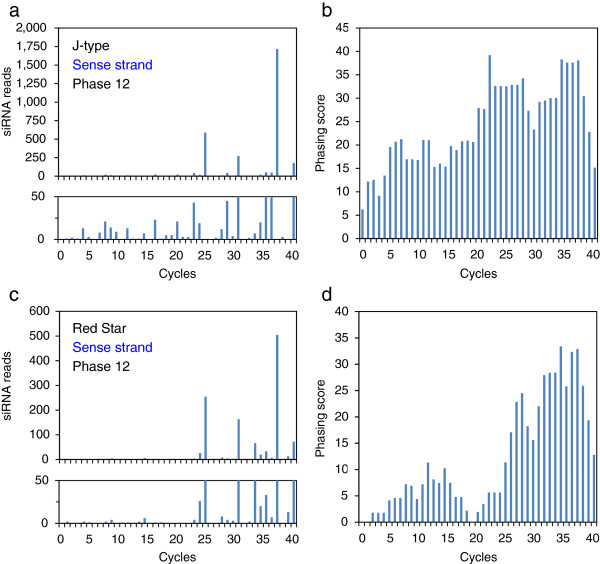
**Abundance of 21-nt siRNAs and phasing scores of sense strand.** Data of phase 12 of sense strand siRNAs, in which total number of contiguous siRNA units was highest in J-type (see Figure 8), are shown. **a**, siRNA reads in J-type; **b**, phasing score of the data in panel a; **c**, siRNA reads in Red Star; **d**, phasing score of the data in panel c. In panels a and c, a close up of the graphs up to 50 reads are shown below. Cycle 1 corresponds to the phased siRNA mapped at the upstream end of contiguous units in J-type (Figure 8). Phasing scores are calculated according to Howell et al. (2007).

**Figure 11:**
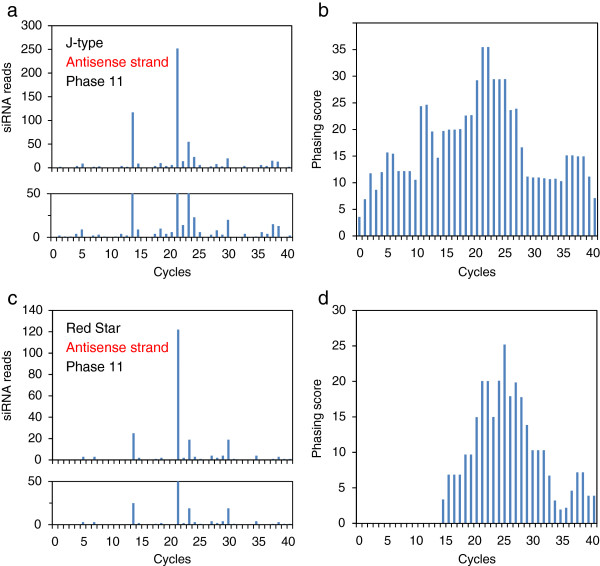
**Abundance of 21-nt siRNAs and phasing scores of antisense strand.** Data of phase 11 of antisense strand siRNAs, in which total number of contiguous siRNA units was highest in J-type (see Figure 9), are shown. Cycle 1 corresponds to the phased siRNA mapped at the upstream end of contiguous units in J-type (Figure 9). For other details, see legend to Figure 10.

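Placing as many 21-nt species at random over exon 2, 1000 times, gave 172 to 232 units in regions for the R-w sense strand (middle 95%), where 320 were observed, and 514 to 567 for the J-w sense strand, where 607 were observed. For antisense siRNAs it gave 158 to 217 for R-w, with 281 observed, and 482 to 533 for J-w, with 548 observed; in these 4 comparisons at most 0.1% of the placements reached the observed number. When the species were placed only between the first and the last siRNA of each map, 6.7% of the placements reached it for the J-w antisense strand and 0% for the other maps. Placements that keep the density of species in blocks of 42 nt, chosen after seeing the data, reached it in 30.8% of draws for J-w sense, 82.2% for J-w antisense, 22% for R-w antisense and 0.9% for R-w sense. Random placement gave regions in large numbers as well: the median number of regions was 104 for the J-w sense strand and 52 for the R-w sense strand. The paper reasons from regions in many phases and at many places that phased siRNAs arose in both lines at multiple sites of exon 2.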

Overall, these data indicate that phased siRNAs were produced in multiple phases at multiple sites over exon 2 in both J-type and Red Star plants. The presence of common ends of phased siRNAs suggests that the mechanism(s) of the production of phased siRNAs, including the sites of RNA cleavage to initiate phased siRNA production, is considerably conserved between these plants for both sense and antisense strands.

## Discussion

### Small RNA profiles suggest a common mechanism of RNA degradation in cosuppression and naturally occurring RNA silencing of the *CHS-A* gene

We found that various features of small RNA production in white petal tissues are common to J-type and Red Star plants: predominant size class, exon-2-specific production, the highly abundant species, and in-phase production of siRNAs. Multiple abundant 21-nt or 22-nt siRNAs can be produced from DCL cleavage of secondary-structured nascent *CHS-A* transcripts. They may cleave *CHS-A* RNA with AGO orthologue(s) to trigger secondary siRNA production. Alternatively, these abundant siRNAs can be a product of DCL cleavage of dsRNAs synthesized by an RDR6 orthologue(s) from the nascent transcripts or AGO-cleaved transcripts (Additional file 2: Figure S2). It is also possible that the dsRNAs are formed by intermolecular RNA interaction [38]. In these scenarios, differences in the abundance of siRNAs reflect differences in the efficiency of these biosynthetic processes or in the stability of siRNAs possibly mediated by association with AGO orthologue(s). The presence of common siRNAs suggests that sequence and/or structural preference in these processes is highly conserved in the two silencing systems.

Phased siRNAs of multiple phases were detected in this study. The presence of common ends of the regions that produced the phased siRNAs between J-type and Red Star plants suggests that the positions of the cleavages of *CHS-A* transcripts and subsequent production of secondary siRNAs are conserved. In addition, the mapping data suggested that phased siRNAs were produced from neighboring phases, the 5′ or 3′ end of which was mapped at positions that differed by one nucleotide (Figure 12). A mechanism that could allow this phenomenon is the production of siRNAs of more than one phase by a single cleavage, but no evidence for this scenario has been reported. Alternatively, the primary siRNAs that determine the initiation site of phasing might be produced from positions differed by one or a few nucleotides. The fact that highly abundant siRNAs were mapped at positions that are very close to each other (see below) is consistent with the notion that the primary siRNAs may be produced from such a limited place. Because of the presence of phased siRNAs of various phases at various regions of exon 2, we propose that, irrespective of the pathway of initial production of dsRNA, RNA cleavage at various sites that initiate production of secondary siRNAs can be a feature of both cosuppression and naturally occurring RNA silencing of the *CHS-A* gene (Additional file 2: Figure S2).

**Figure 12:**
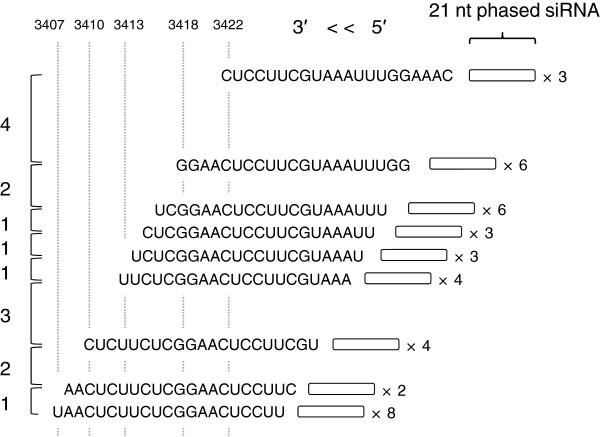
**Observed features of the ends of phased siRNAs.** An example of phased 21-nt siRNAs whose ends were mapped at positions that were very close to each other in Red Star petals. Nucleotide sequences of siRNAs located at the 5′ end of phased siRNAs are shown. Open boxes: observed phased siRNA units next to the sequences. Differences in the number of nucleotide between neighboring phases are indicated to the left.

### Exon-2-specific production of siRNAs

In both J-type and Red Star plants, siRNA production was almost always confined to exon 2. Moreover, the 5′ end of siRNA production in exon 2 was very close to intron. These observations suggest that the primary event of *CHS-A* RNA degradation occurred in exon 2, and subsequent transitive RNA degradation did not reach the intron across the intron–exon 2 boundary.

It is possible that this phenomenon is associated with splicing. In fact, the presence of intron and/or splicing can suppress RNA silencing in plants [39,40]. In this regard, binding of factors involved in splicing, e.g., U2 auxiliary factors that bind to the 3′ splice site upon splicing [41] or splicing factors that remain associated with the exon–exon junction even after splicing is completed [42], might inhibit progression of dsRNA synthesis over the intron–exon boundary. However, in the white tissues of J-type plants not only the endogenous *CHS-A* gene transcripts but also the *CHS-A* transgene transcripts were degraded, while very few siRNAs were produced outside exon 2. These observations indicate that exon 2-specific production of siRNAs occurred even on transcripts lacking an intron. Therefore, there may be mechanism by which siRNA production from *CHS-A* transgene transcripts may be affected *in trans*, if splicing or spliceosome formation is involved in the exon-2-specific production of *CHS-A* siRNAs.

An alternative model to explain the exon-2-specific siRNA production is that the 5′ end of RNA degradation can be determined by an siRNA that targets a position in the vicinity of the intron–exon 2 boundary. The “two-hit trigger” model suggests that transitivity occurs in an RNA segment between two positions that are targeted by small RNAs [43]. According to this model, the observed siRNA production can be explained by the presence of siRNA that targets exon 2 in the vicinity of the intron–exon 2 boundary and another siRNA that targets a position downstream. Candidate siRNAs that may terminate degradation are those mapped in the vicinity of intron–exon 2 boundary (Figure 6).

Production of siRNAs that is essentially confined to exon 2 has also been observed for naturally occurring silencing of the *CHS* genes in soybean [28,44] and dahlia [31]. These results, together with the observations regarding the petunia *CHS-A* gene [24, 36, 37, this study], suggest that a conserved feature in exon 2 of the *CHS* gene across plant species, e.g., the secondary structure of transcripts and/or termination of transcription, is a key element involved in the induction of *CHS* RNA degradation. We mapped highly abundant siRNAs on the secondary structure of *CHS-A* RNA predicted by using m-fold software [45]. Some of the highly abundant siRNAs were mapped within limited regions that formed an incomplete dsRNA structure comprising both a stretch of base-pairing and an unpaired loop structure (Additional file 3: Figure S3). Such a structure is reminiscent of the fact that the presence of bulges adjacent to the cleavage site is important for processing primary miRNAs [46]. It is tempting to speculate that such a “partially opened” structure is preferred by DCL or RDR6 orthologue(s) and leads to the production of abundant siRNAs.

### Potential triggers of cosuppression and naturally occurring RNA silencing of the *CHS-A* gene

Among the cases of naturally occurring RNA silencing so far reported, a triggering mechanism has been suggested for only a few cases, all of which involve production of dsRNA either through read-through transcription of duplicated and rearranged genes [25,47,48] or through convergent transcription of an overlapping gene pair [49]. The presence of an inverted repeat comprising *CHS* genes or gene segments is correlated with *CHS* RNA silencing in soybean, and loss of such structures suppresses its induction in spontaneous mutants [28,29]. In petunia, the mechanism(s) responsible for naturally occurring *CHS-A* RNA silencing is not known, aside from the fact that the silencing occurs via RNA degradation that involves siRNA production [23]. A correlation between naturally occurring *CHS-A* RNA silencing that results in the star-type or picotee-type flower color pattern and the presence of two tandemly linked *CHS-A* genes has been reported in petunia [24]. However, these two *CHS-A* genes are separated by a long sequence (almost 7 kb), and a causative relationship between RNA silencing and the presence of the two copies of the *CHS-A* gene has not been presented.

For sense RNA-mediated silencing such as cosuppression in transgenic plants, a threshold sensing model, in which aberrant single-stranded RNA that accumulates beyond a critical level triggers its copying into dsRNA, has been suggested [50]. In fact, previous observations in *CHS-A* cosuppressed petunias are consistent with this notion [33,35]. Meanwhile, De Paoli et al. reported the presence of two extra-abundant 21-nt siRNAs of antisense polarity of *CHS-A*, phy-siR1 and phy-siR2, in a *CHS-A* cosuppressed petunia line and proposed that these siRNAs may trigger subsequent degradation of *CHS-A* transcripts [36]. On the other hand, we found that there are 21-nt siRNAs of both sense and antisense polarities that are more abundant than phy-siR1 and phy-siR2 (Figure 7; phy-siR1 and phy-siR2 are indicated by single and double asterisks, respectively). Moreover, no phased siRNAs whose end positions coincide with a cleavage in the middle of phy-siR1 or phy-siR2 were detected in this study (data not shown). These results, together with the presence of siRNAs in multiple phases, suggest that phy-siR1 and phy-siR2 are at least not the sole trigger for RNA degradation in different *CHS-A* cosuppressed lines, although circumstantial evidence indicates that RNA cleavages with these siRNAs can induce phased siRNA production [36]. 

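Phy-siR1, UGAACAAACAACAAGGACUCG at nucleotides 3125 to 3145, was number 11 among the 21-nt antisense species in J-w with 1689 reads and number 22 in R-w with 338 reads. Phy-siR2, UUUCUGAACAAACAACAAGGA at nucleotides 3129 to 3149, was number 12 in J-w with 1675 reads and number 13 in R-w with 550 reads.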

The reason for the difference between our data and that of De Paoli et al. is not known at present, but we speculate that a slight difference in the developmental stage of the flowers could affect the composition of the siRNA population. Such a possibility needs to be examined, but can be excluded in the comparison between the J-type and Red Star plants of this study because flower tissues of an identical developmental stage were used for our analysis. Our data suggest that the *CHS-A* transcripts are cleaved at multiple, conserved positions in both J-type and Red Star plants. The siRNAs that guide these cleavages may include a potential trigger of RNA silencing. Whether a single cleavage of RNA can lead to extensive RNA degradation through RNA silencing pathways in these silencing systems is an issue to be addressed.

### The presence of siRNA at a low level in pigmented cells

We found that *CHS-A* siRNA was present in pigmented portions in both J-type and Red Star plants at a low level. On the other hand, an extremely low level (only 2 reads) of *CHS-A* siRNA was detected in 16,651,540 total reads for line V26 (data not shown), a wild-type plant that produces completely purple flowers and was used to produce J-type plants through the introduction of the *CHS-A* transgene. Therefore, the presence of *CHS-A* siRNAs in the pigmented petal tissues in J-type plants is associated with cosuppression that occurred in other cells of the petal tissue.

A likely explanation for the presence of *CHS-A* siRNA in pigmented cells is that RNA is degraded at a low rate in the pigmented cells. Alternatively, the siRNAs may migrate from cells that underwent PTGS through plasmodesmata. In either case, these results raise a novel possibility that a threshold level of *CHS-A* siRNAs might be associated with extensive RNA degradation in addition to the previous idea that an aberrant *CHS-A* primary transcript level constitutes such a threshold level. It would not be surprising that, taking into account the observed commonality in siRNA profiles between these two silencing systems, they share a common sensing mechanism for trigger RNAs.

## Conclusions

The present study revealed common features in siRNA production of the *CHS-A* gene between cosuppression in transgenic plants and naturally occurring silencing in nontransgenic plants of petunia. In both silencing systems, 21-nt and 22-nt siRNAs were the first- and the second-most abundant size classes, respectively. *CHS-A* siRNA production was confined to exon 2, indicating that *CHS-A* RNA is degraded through processes including cleavage and secondary siRNA production in this exon. Common siRNAs were detected in cosuppression and naturally occurring RNA silencing, whose ranks, according to the number of siRNAs in these plants, were correlated with each other. Highly abundant siRNAs were produced from multiple sites, many of which were common to the two silencing systems. Phased siRNAs were detected in multiple phases, and some of the ends of the regions that produced phased siRNAs were conserved. These results indicate mechanistic similarity between cosuppression and naturally occurring RNA silencing of the *CHS-A* gene, especially in the biosynthetic processes of siRNAs including cleavage of *CHS-A* transcripts and subsequent production of secondary siRNAs, which presumably depend on the nucleotide sequence and/or structural features of exon 2 RNA.

## Methods

### Plant materials

*Petunia hybrida* variety Red Star (Takii Seed Co., Japan) and a transgenic petunia line that produces junction-type flowers (J-type) [33] were used for analyses. The transgenic line is a descendent of the CHS223 line [19,51] and contains a single-copy *CHS-A* transgene. The white and the pigmented petal tissues of these plants were analyzed separately. Petal tissues were used at the developmental stage when the mRNA level of the *CHS-A* gene is highest [52].

### Isolation of total RNA and RT-PCR

Isolation of total RNA from flower tissues, cDNA synthesis, and RT-PCR were done as described previously [37]. The following primer pairs were used for the PCR: for the *CHS-A* gene, 4246 (5′-GGCGCGATCATTATAGGTTC-3′) and 5003 (5′-TTTGAGATCAGCCCAGGAAC-3′); for the *α-tubulin* gene, tub 125 F (5′-CAACTATCAGCCACCAACTG-3′) and tub 267R (5′-CACGCTTGGCATACATCAGA-3′).

### Northern blot analysis of siRNA

Low-molecular-weight RNA was isolated, and *CHS-A* siRNAs were detected by Northern blot analysis using a digoxigenin-labeled probe essentially as described by Goto et al. [53]. The following modifications were applied: RNA extraction buffer contained 100 mM Tris–HCl (pH 8.8), 20 mM EDTA, 200 mM NaCl and 4% *N*-lauroyl sarcosine; an RNA probe specific for *CHS-A* antisense RNA was labeled by *in vitro* transcription of the plasmid carrying a 0.44-kb region of the *CHS-A* gene [53] using DIG RNA labeling kit (Roche Applied Science, Basel, Switzerland) for use in hybridizations.

### Deep sequencing analysis of siRNA

Low-molecular-weight RNA was extracted from the petal tissues of flower buds before the buds opened (~4.5 cm long for J-type and ~5.0 cm long for Red Star). Tissues were frozen with liquid nitrogen and extracted with RNA extraction buffer containing 10 mM Tris–HCl (pH 7.5), 100 mM NaCl, 1 mM EDTA, and 1% (w/v) SDS. After extraction with phenol/chloroform, high-molecular-weight RNA was precipitated by mixing the aqueous phase with 1/3 volume of 8 M LiCl. After the solution was kept on ice overnight, the solution was centrifuged, and the nucleic acids in the supernatant were precipitated with ethanol. After centrifugation, the pellet was dissolved in water, and an equal amount of 20% polyethylene glycol (MW = 8000) was added to the solution to separate high-molecular-weight nucleic acids. The solution was held on ice for 1 h, then centrifuged, and low-molecular-weight RNA in the supernatant was precipitated with ethanol. After centrifugation, the pellet was dissolved in water and used for the following reactions. Low-molecular-weight RNA was ligated to 5′- and 3′-RNA adapters, reverse transcribed, and amplified by PCR using a Small RNA Sample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol except that we separated small RNAs by electrophoresis on a 3% agarose gel instead of an acrylamide gel. Nucleotide sequence of the amplified cDNA was analyzed using an Illumina Genome Analyzer. The adapter sequence was trimmed from the raw short-read data, and the resulting short reads (15–45 nt) were mapped to the nucleotide sequence of the *CHS-A* gene region (EMBL/GenBank/DDBJ database accession X14591), allowing only perfect matches. Nucleotide positions in this study correspond to those on this sequence. The secondary structure of *CHS-A* sense and antisense RNAs was predicted by m-fold software [45]. Correlation between the rank of the siRNA of J-type and Red Star plants was evaluated by Spearman’s rank correlation coefficient. Phased siRNAs were detected by independently mapping siRNAs of the *CHS-A* gene in 21 different phases. Calculation of phasing scores and assignment of scores to cycle position were done according to Howell et al. [54]. Nucleotide sequence data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE42965.

## Abbreviations

AGO: Argonaute; CaMV: Cauliflower mosaic virus; CHS: Chalcone synthase; DCL: Dicer-like; dsRNA: Double-stranded RNA; IR: Inverted repeat; J-type: Junction type; miRNA: microRNA; NOS: Nopaline synthase; PTGS: Posttranscriptional gene silencing; RDR: RNA-dependent RNA polymerase; S-PTGS: Sense-PTGS; siRNA: Short interfering RNA; tasiRNA: Trans-acting siRNA; TGS: Transcriptional gene silencing.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AK conceived and planned the study. MK did the experiments including RNA isolation, RT-PCR, Northern blot analysis, and preparation of small RNA cDNA library. HM, KY and RT carried out deep-sequencing of small RNAs. AT classified and mapped small RNA reads onto the gene sequence. MK and AK characterized small RNAs and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Figure S1 Highly abundant 22-nt siRNAs in white portion of J-type and Red Star petals. The siRNAs of sense (a) and antisense (b) strands were ordered according to the number of reads in deep-sequencing analysis. J-w and R-w refer to the siRNAs detected in white portions of J-type and Red Star petals, respectively. The 10 most abundant siRNAs in J-w are colored, and the siRNAs of the same sequence in Red Star are colored the same. Note that most of the highly abundant siRNAs in J-type plants are also highly abundant in Red Star plants. Click here for file

Additional file 2 Figure S2 RNA cleavage at various sites that initiate production of siRNA can be a feature of siRNA production common to cosuppression and naturally occurring RNA silencing of the CHS-A gene. siRNAs are produced from DCL cleavage of secondary-structured nascent *CHS-A* transcripts or dsRNAs produced by RDR6 orthologue(s) from the nascent transcripts. These siRNAs then cleave the *CHS-A* RNA at the target site with AGO, which triggers RDR6-mediated dsRNA production and subsequent DCL cleavage that produces phased siRNAs. Click here for file

Additional file 3 Figure S3 Commonality of the siRNA hot spots between J-type and Red Star petals. Abundant siRNAs in the white tissues of J-type and Red Star petals are mapped on a secondary structure (a) and antisense (b) strands predicted by m-fold. Close ups of major hot spots are shown in windows, in which positions of nucleotides corresponding to siRNAs are marked by circles. Darker colors represent more total reads of siRNAs that contain the nucleotide. Mapped positions of siRNAs often overlapped, so that neighboring nucleotides had different colors. Nucleotide positions of abundant siRNAs mapped in each region are listed in the corresponding windows. Ranks of siRNA according to read number (see Figure 7) are in parentheses. Click here for file

# Supplementary material for: Deep sequencing uncovers commonality in small RNA profiles between transgene-induced and naturally occurring RNA silencing of chalcone synthase-A gene in petunia
**Source:** BMC Genomics. 2013 Jan 30;14:63. doi: 10.1186/1471-2164-14-63
**Supplement:** Additional file 1 Figure S1 — Highly abundant 22-nt siRNAs in white portion of J-type and Red Star petals. The siRNAs of sense (a) and antisense (b) strands were ordered according to the number of reads in deep-sequencing analysis. J-w and R-w refer to the siRNAs detected in white portions of J-type and Red Star petals, respectively. The 10 most abundant siRNAs in J-w are colored, and the siRNAs of the same sequence in Red Star are colored the same. Note that most of the highly abundant siRNAs in J-type plants are also highly abundant in Red Star plants.

a

## J-w sense strand

| Rank | Read number | Nucleotide sequence (5' to 3') | Position    |
|------|-------------|--------------------------------|-------------|
| 1    | 2031        | UUUUGGAUGAAAUGAGAAAGGC         | 3606 → 3627 |
| 2    | 900         | CUUUUGUUCGAGCUCGUUUCAGC        | 3276 → 3297 |
| 3    | 524         | AAGAAGGUUUAGGAACUACUGG         | 3636 → 3657 |
| 4    | 468         | UUUGGAUGAAAUGAGAAAGGCC         | 3607 → 3628 |
| 5    | 353         | UUGGAACUCUCUAUUCUGGAUU         | 3454 → 3475 |
| 6    | 232         | UUCGGUUAGCCAAGGACUUGGC         | 3084 → 3105 |
| 7    | 177         | CAUUUGGAUAGUUUAGUUGGCC         | 3185 → 3206 |
| 8    | 169         | UUAGGAACUACUGGUGAAGGCC         | 3644 → 3665 |
| 9    | 168         | UGUUCGAGCUCGUUUCAGCAGC         | 3279 → 3300 |
| 10   | 168         | UUGGACCAAGUUGAAUAAAGU          | 3500 → 3521 |

## R-w sense strand

| Rank | Read number | Nucleotide sequence (5' to 3') | Position    |
|------|-------------|--------------------------------|-------------|
| 1    | 1277        | UUUUGGAUGAAAUGAGAAAGGC         | 3606 → 3627 |
| 2    | 463         | CUUUUGUUCGAGCUCGUUUCAGC        | 3276 → 3297 |
| 3    | 202         | UUGGAACUCUCUAUUCUGGAUU         | 3454 → 3475 |
| 4    | 192         | AAGAAGGUUUAGGAACUACUGG         | 3636 → 3657 |
| 5    | 184         | GGCAUUUCUGAUUGGAACUCUC         | 3443 → 3464 |
| 6    | 159         | UUUGGAUGAAAUGAGAAAGGCC         | 3607 → 3628 |
| 7    | 134         | AAAUAAAGUUGGGCCUAAAGCC         | 3513 → 3534 |
| 8    | 110         | UUGGACCAAGUUAAAUAAGU           | 3500 → 3521 |
| 9    | 85          | CAAGAUGUUCUGGGCUGAUC           | 3376 → 3397 |
| 10   | 83          | UGUUCGAGCUCGUUUCAGCAGC         | 3279 → 3300 |

b

## J-w antisense strand

| Rank | Read number | Nucleotide sequence (5' to 3') | Position    |
|------|-------------|--------------------------------|-------------|
| 1    | 13486       | UGAAACGAGCUCGAACAAAGGC         | 3274 → 3295 |
| 2    | 9274        | UCUGAACAAACAACAGGACUC          | 3126 → 3147 |
| 3    | 4835        | GGAGAAGAGUUUGGGCUGCUGA         | 3293 → 3314 |
| 4    | 1964        | UUUGAGUAAGUGGAAUGUAAGC         | 3358 → 3379 |
| 5    | 1563        | UUGGCUAACCGAAGAACCGUGC         | 3075 → 3096 |
| 6    | 1436        | CUGAAACGAGCUCGAACAAAGG         | 3275 → 3296 |
| 7    | 788         | ACCGCGGUGAUUUCUGAACAAA         | 3138 → 3159 |
| 8    | 594         | UGCUGAAACGAGCUCGAACAAA         | 3277 → 3298 |
| 9    | 422         | UGACCGCGGUGAUUUCUGAACA         | 3140 → 3161 |
| 10   | 419         | UUAAGUUUCUCGGGCUUUAGGC         | 3525 → 3546 |

## R-w antisense strand

| Rank | Read number | Nucleotide sequence (5' to 3') | Position    |
|------|-------------|--------------------------------|-------------|
| 1    | 8199        | UGAAACGAGCUCGAACAAAGGC         | 3274 → 3295 |
| 2    | 2273        | UCUGAACAAACAACAGGACUC          | 3126 → 3147 |
| 3    | 1051        | UUUGAGUAAGUGGAAUGUAAGC         | 3358 → 3379 |
| 4    | 805         | UAGCAACACUGUGGAGGACAAC         | 3716 → 3737 |
| 5    | 647         | CUGAAACGAGCUCGAACAAAGG         | 3275 → 3296 |
| 6    | 431         | UUGGCUAACCGAAGAACCGUGC         | 3075 → 3096 |
| 7    | 412         | GGAGAAGAGUUUGGGCUGCUGA         | 3293 → 3314 |
| 8    | 369         | UGCUGAAACGAGCUCGAACAAA         | 3277 → 3298 |
| 9    | 188         | ACCGCGGUGAUUUCUGAACAAA         | 3138 → 3159 |
| 10   | 182         | UUAAGUUUCUCGGGCUUUAGGC         | 3525 → 3546 |

How the deposited data were processed for this re-analysis (not part of the article)

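Small RNA of 4 petal tissues was examined: the white (J-w) and purple (J-p) portions of J-type petals and the white (R-w) and red (R-p) portions of Red Star petals, with 1 library per condition. Before depositing them, the authors sequenced the low-molecular-weight RNA on an Illumina Genome Analyzer, trimmed the adapter sequence and collapsed identical reads, so that the deposited values are raw read counts per distinct small RNA sequence of 12 to 29 nt, without scaling or mapping. The tool used for trimming is not stated. Some sequences stood on more than 1 line, and the counts of their lines were summed. The library totals equal those of Table 1. The shares of reads of 15 to 29 nt were 96.4% in J-w, 99.4% in J-p, 98.1% in R-w and 94.3% in R-p.

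The database sequence of the gene, exon 1, most of the intron and the flanking regions were not used here. Exon 2 was rebuilt by joining J-w reads of 20 to 22 nt, over stretches of 14 nt, to sequences that the paper prints with their positions, leaving out sequences with a count in J-p or R-p above 1 and above 0.5 of that in J-w. Paths with a stop codon in the reading frame were barred, except in the long gap after the sequence of Figure 6. At variable sites the most frequent base in J-w was then taken. The start and the end of the rebuilt sequence are those of Figures 6 and 4, the end being the endogenous one, so that the 9364 J-w reads specific to the transgene are not part of the CHS-A count. Reads of 15 to 29 nt were matched to it on both strands without mismatch. The design had foreseen a longer upper limit, as in the paper's methods, but no sequence was longer than 29 nt. Matching the same reads to the same sequence read backwards gave 1 perfect match in R-w and 0 in J-w, J-p and R-p. Size classes and the search for variable sites used reads of 18 to 25 nt. The search called a site variable by 6 distinct sequences, 10 reads and 3% of the reads over it with a second base, in J-w or R-w. It left out 2 bases at either end of each read. Nucleotide 3319 was kept among the sites, although its counted share was 1.78% in J-w and 2.62% in R-w. The search was tested on simulated data of 60000 reads over 1000 nt, in which 28 of 30 planted sites and 0 others were found. There the base share deviated by 0.573 percentage points in the median.

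Counts were scaled to RPM by the total of each library. Intervals are exact 95% binomial or Poisson intervals, and ratios have exact conditional ones. They give the precision that depth allows, which is lowest in R-p, where the CHS-A count had an interval of 156.9 to 166.8 RPM. No condition has replicates, and lines were not tested against each other. White and pigmented portions were compared over the lines as 2 pairs, a choice made after seeing the data, with an exact two-sided permutation of signs, whose p cannot go below 0.5 with 2 pairs. Ranks of siRNAs in J-w and R-w were compared with Spearman's coefficient over species with more than 5 reads in both, with two-sided p-values from 100000 permutations. A region of phased siRNAs was a run of at least 3 contiguous units of 21 nt with at least 1 read each, in 1 of 21 phases. Upstream and downstream ends are those in sense coordinates on both strands. The phasing score was taken over windows of 8 cycles. Random placements were drawn 1000 times, over all of exon 2, between the first and last siRNA, or within blocks of 42 nt. Shared ends were compared with circular shifts of the R-w map. Thinning of J-w to the R-w reads used 100 draws.

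The siRNAs named are the most abundant 2 of each strand in J-w and R-w at 21 and 22 nt, phy-siR1 and phy-siR2, the siRNA nearest the intron on each strand, those over the stop codon and the most abundant small RNA of each library. The paper prints read numbers of some of the CHS-A siRNAs among these, so that those values had been seen when the rule was written. The most abundant small RNA was UACCUGGUUGAUCCUGCCAGUAG in J-w (308060 reads) and R-p (433021 reads), UUUUAGGUCGACAGUGGCGUAGGC in J-p (1690660 reads) and AGUAAGACGAUGAAGAGACGA in R-w (288107 reads).

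Alternatives set before the data were examined concerned mismatches, read lengths, scaling, the most abundant species, the minimum of reads, the length of a region, the window of the score and depth. Alternatives added after seeing the data concerned the bases at variable sites, repeated lines and the antisense strand. One of these, the bases fitted to come closest to Table 2, was built from the paper's own values and is therefore no independent check of them. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The Northern blots and RT-PCR of the paper and the line V26 were not analysed here.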

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

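The tests of codon position, of transgene-specific reads in R-w, of species away from the variable sites, of end nucleotides on the antisense strand and of another CHS gene were chosen only after the result was seen. The test of a Red Star variant over the variable sites was set earlier. The following signals are noted because they lie in reads that the paper does not discuss, above the limit that a count of 0 allows.

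The most abundant antisense siRNA of 21 nt in R-w, at nucleotides 3391 to 3411, had 22655 reads. The paper does not report on it, and Figure 7b lists these nucleotides only with the second base of C3406T (position as in the paper, first base that of most J-w reads), in J-w. Carry-over of reads from J-w is excluded as its main source, because R-w held 0 transgene-specific reads of 18 to 25 nt against 9364 in J-w. For the part that Figure 4 shows, which was set without regard to R-w, these were 0 and 3948. R-p, the other Red Star library, held 1 such read, so that some reads passing between libraries are not excluded. If R-w held 3 such reads, the floor used here, carry-over from J-w would amount to 93.9 CHS-A reads in R-w. Sharing both end nucleotides does not account for the correlated ranks in general, since the median coefficient within such species was 0.868 on the antisense strand, but a preference for this particular sequence in ligation or amplification was not tested. Whether it marks a difference between the lines stays open with 1 library each.

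At the site C3313T 11610 R-w reads carried the second base. Sequencing or library error is argued against by the place of the variable sites, since 27 of 31 lie at the third base of a codon where 10.3 would be expected (two-sided exact binomial p = 8.8e-10, which treats linked sites as independent). The loss of R-w siRNAs by perfect matching to the J-w bases follows from such a variant: of 78 J-w species with more than 5 reads that lacked R-w reads over sites with another R-w base, 58 had R-w reads with the R-w bases. Away from such sites 59 J-w species also lacked R-w reads, so that a variant is not the whole cause there. The second bases may belong to alleles of CHS-A or to another CHS gene that matches it over most of exon 2. In J-w they may also set the transgene apart from the endogenous gene. These sources cannot be told apart, because neither another CHS sequence nor the exon 2 sequence of the transgene was used here. At 16 of the 31 sites more than 5% of the J-w reads carry the second base as well.

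In J-w, 5416 reads of 18 to 25 nt (95% Poisson interval 5272.7 to 5562.2) came from the transgene sequence downstream of the part that Figure 4 shows. Joined reads reach 122 nt past the first transgene-specific base, and Figure 4 shows 28 nt. J-p held 353 such reads (317 to 392), and R-w and R-p held 0 each. The joining left out sequences that were frequent in R-w relative to J-w, so that the 0 in R-w was partly fixed in advance. R-p was not used in that choice, and its 0 argues against a contaminant common to all libraries. The difference between a line with and a line without the transgene follows the design, but it was not tested, with 1 library per condition.

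In R-w, 166 reads of 18 to 25 nt (95% Poisson interval 142 to 193) covered the Red Star stop codon and a 3′ sequence that differs slightly from the endogenous one of Figure 4. Of these, 147 were sense and 19 antisense. R-p held 29 such reads and J-w and J-p held 0 each. The sequence searched for was the endogenous one without an A at the stop codon and with C or G for a T further downstream. Whether it belongs to CHS-A of Red Star or to another CHS gene was not tested, and no biological explanation was tested.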

How the results depend on the processing

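Choices of bases at the variable sites, the largest line of each repeated sequence and ratios of antisense reads alone were added after the results were seen; the other alternatives were set earlier. The pairing of white with pigmented portions within each line was added as well: both paired log2 ratios were above 0 (5.17 for J-type, 4.95 for Red Star), but with 2 pairs an exact two-sided permutation test cannot go below p = 0.5, the value found. Under the alternatives run, white portions kept more CHS-A reads than pigmented ones in both lines, and J-w kept more than R-w. With or without 1 mismatch, 0 reads touched the last 20 nt of the intron. The rank correlations all stayed above 0 with permutation p under the threshold: they ranged from 0.728 to 0.810 (21 nt, sense), 0.766 to 0.860 (21 nt, antisense), 0.636 to 0.795 (22 nt, sense) and 0.685 to 0.845 (22 nt, antisense). Some orders did change. The J-type ratio was above that of Red Star as reported (36.1 and 30.9) and below it for antisense reads alone. The 21-nt share was higher in J-w than in R-w by reads and lower by species. The longest J-w run was on the sense strand (32 against 28 units) and with at least 2 reads on the antisense strand (18 against 17). The longest R-w antisense run had 13 units as reported, 23 with the bases of most R-w reads or any base seen, and 9 with the fitted bases. The thinned J-w mean of 16.6 units on the sense strand no longer exceeded R-w (17). The most abundant R-w antisense siRNA changed with the bases fitted to Table 2. The values below moved beyond counting error or beyond 1.5 times a count. Unless the setting itself gives it, the cause was not tested.

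With 1 mismatch allowed, RPM rose to 15967.7 in J-w, 429.0 in J-p, 6347.2 in R-w and 194.6 in R-p. The ratios were then 37.2 for J-type, 32.6 for Red Star and 2.52 for J-w to R-w. The 21-nt shares were 70.8% in J-w and 69.0% in R-w, and the 22-nt share in R-w was 20.7%. With reads of 18 to 25 nt only, J-w had 13771.0 RPM and R-p 151.8 RPM, and the Red Star ratio was 32.8. With 21-nt reads only, RPM was 10023.4 in J-w, 248.3 in J-p, 3498.1 in R-w and 91.3 in R-p, and the ratios were 40.4 for J-type, 38.3 for Red Star and 2.87 for J-w to R-w.

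In the same order, the ratios were 28.4, 25.7 and 2.75 from raw read numbers, 41.3, 27.4 and 3.01 when scaled to reads of 18 to 25 nt, and 32.2, 24.7 and 2.93 without the 10 most abundant siRNA species. Without those species the 21-nt shares were 65.4% in J-w and 62.6% in R-w, and the 22-nt share in J-w was 19.1%. Counting distinct species, the 21-nt shares were 29.5% in J-w and 34.3% in R-w, and the 22-nt share in J-w was 19.6%. Antisense reads alone gave ratios of 38.7 for J-type and 47.8 for Red Star.

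With bases fitted to Table 2, RPM was 12382.1 in J-w, 361.9 in J-p, 3899.7 in R-w and 144.6 in R-p, and the ratios were 34.2, 26.97 and 3.18. With the bases of most R-w reads for Red Star, RPM was 5688.6 in R-w and 179.4 in R-p, and the J-w to R-w ratio was 2.44. With any base seen, RPM was 14425.5 in J-w, 410.7 in J-p, 6186.5 in R-w and 191.2 in R-p, and the ratios were 35.1, 32.4 and 2.33. Shared antisense upstream ends numbered 20, 20 and 22 under these choices, against 11. The R-w score in sense phase 12 was 33.4, 33.4 and 39.5, and in antisense phase 11 it was 25.2, 31.1 and 31.1, against 30.3. With the largest line of each sequence, J-w had 13768.6 RPM.

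The stretch of exon 2 with most R-w reads depends on the bases. As reported, siRNAs beginning at nucleotides 3351 to 3450 took 32.7% of the R-w reads and those at 3251 to 3350 took 23.9%. These shares were 28.7% and 29.8% with the bases of most R-w reads, 29.5% and 28.7% with any base seen, and 11.6% and 30.6% with the fitted bases. In J-w they were 16.7% and 30.1% as reported, 18.0% and 29.3% with any base seen, and 8.68% and 33.7% with the fitted bases. The share at 3351 to 3450 was higher in R-w than in J-w under each of these choices.

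The distance from the intron rests on few reads. With at least 2 reads, the nearest siRNA in J-w began at position 34 (21 nt, sense), 29 (21 nt, antisense) and 50 (22 nt, both strands), and in R-w at 40 (21 nt, antisense), 95 (22 nt, sense) and 169 (22 nt, antisense). With at least 6 reads, the J-w positions were 52 and 47 at 21 nt and 126 and 154 at 22 nt, for sense and antisense, and the R-w positions 136 and 171 at 21 nt and 261 and 174 at 22 nt. Thinning J-w to the R-w reads gave means of 26.4 (draws from 13 to 51) and 24.1 (11 to 47) at 21 nt and 37.3 (22 to 83) and 25.5 (9 to 56) at 22 nt. These ranges include the R-w positions, 51 and 33 at 21 nt and 51 and 50 at 22 nt, so that lower depth could account for the whole difference.

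Phased regions depend on the minimum of reads. With at least 6 reads, regions fell to 45 on the J-w antisense strand, 23 on the R-w sense strand and 7 on the R-w antisense strand. Shared ends fell to 13 upstream on the sense strand, and to 3 upstream and 5 downstream on the antisense strand. With 4 or more contiguous units, R-w had 42 sense regions, and 7 antisense upstream ends were shared. A window of 10 cycles raised the scores to 55.2 in J-w and 46.2 in R-w for sense phase 12, and to 47.7 and 41.5 for antisense phase 11. Thinning, which equalises the number of reads but not their distribution over species, lowered the J-w scores to 34.2 and 28.2, so that neither strand stays apart from R-w: the sense draws spread from 26.9 to 35.9 about an R-w score of 33.0, and the antisense mean lies within the R-w counting interval of 19.7 to 30.7.

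Among the transgene- and endogene-specific reads in J-w, the antisense strand at 21 nt gave 1513 and 0, and all lengths on both strands gave 3948 transgene-specific reads. Depth limits what can be said of absent siRNAs near the intron, where the nearest species have 1 to 3 reads.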

Differences from the paper's values

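The choices of bases at variable sites and of the largest line of repeated sequences, used below, were made only after the values were seen. The bases fitted to come closest to Table 2 were built from the paper's values in that table, so that a match to those values under them is no independent evidence. Of 45 values compared, 21 lay within 5% of the paper's as reported here, 32 with the fitted bases, 10 with the bases of most R-w reads and 7 with any base seen.

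The paper gives 27197 antisense reads of 21 nt in R-w, and 49666 were found here. For species with more than 5 reads, the paper gives 26646 and 49113 were found. No alternative set before the data were examined applies to these counts. With the bases fitted to Table 2, chosen after seeing the values, the counts were 27236 and 26681, which is near the paper's by construction. With the bases of most R-w reads they were 57740 and 57157, with any base seen 61973 and 61372, and with the largest line of each sequence 49654 and 49102, so that the difference remained under these 3 added choices. All 3 still match the siRNA at nucleotides 3391 to 3411 with the first base of C3406T, which alone had 22655 R-w reads. The fitted bases take the second base there, as Figure 7b does, and leave these reads out.

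The paper gives 19 shared 5′ ends of antisense regions, and 11 were found here. Among the alternatives set before the data were examined, J-w thinned to the R-w reads gave a mean of 13.6 and differed by less than 1.5 times. At least 2 reads (9 ends), at least 6 reads (3 ends) and 4 or more units (7 ends) did not close the difference. With the fitted bases or the bases of most R-w reads 20 ends were shared, and with any base seen 22; these settings lie near the paper's value and were chosen after seeing the values.

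The paper gives 254 nt as the distance by which J-w antisense regions begin upstream of those in R-w, and 143 nt was found here. Of the alternatives set before the data were examined, at least 2 reads gave 252 nt, near the paper's value. At least 6 reads (399 nt), 4 or more units (125 nt) and thinned J-w (88.4 nt) differed from it. The 3 added choices of bases left the distance at 143 nt.

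The paper states that the same antisense siRNA of 21 nt was most abundant in both lines. Here the most abundant was at nucleotides 3126 to 3146 in J-w (30498 reads) and at 3391 to 3411 in R-w (22655 reads), and each was number 2 in the other library. With the fitted bases, chosen after seeing the values, the latter is not matched and the former is number 1 in both. Figure 7b lists nucleotides 3391 to 3411 in J-w with the second base of C3406T, a site counted as in the paper at which most J-w reads carry the first base.

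The antisense phase numbers used here were inferred from Figures 6, 9 and 12. The paper names phase 11 as the antisense phase with most contiguous units in J-w. Here phase 8 had most, 37 units, against 27 in phase 11, and with the fitted bases phase 7 had most, 33, against 31. For antisense regions in R-w the paper excepts phase 2. Here all 21 phases had regions as reported, and phase 2 lacked them with at least 2 reads, with at least 6 reads and with the fitted bases. On the J-w antisense strand phase 2 likewise lacked them with at least 2 and at least 6 reads, but not with the fitted bases. The longest run is in the paper in phase 10 of the J-w antisense strand. Here it was in phase 12 of the J-w sense strand, with 32 units, and on the antisense strand in phase 9, with 28 units. With the fitted bases, the longest antisense run had 19 units in phase 10, the phase and number that the paper gives, while the longest sense run had 20 units.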

Other observations

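The tests of block placements, of the spacing between siRNAs, of shifts by 1 to 20 nt, of strand shares by length, of J-p base shares, of thinning without the most abundant species, of the offset in R-w and of linked bases were chosen only after the result was seen. Those of random placement, circular shifts, the Red Star strand share, sense end nucleotides, depth and the J-w offset were set earlier.

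Contiguous units of 21 nt were counted against placements without any phasing. Random placement of the species present over exon 2 is excluded as their source, since the units in regions exceeded the middle 95% of placements in all 4 maps: 320 against 172 to 232 for R-w sense, 281 against 158 to 217 for R-w antisense, 607 against 514 to 567 for J-w sense and 548 against 482 to 533 for J-w antisense. With placement between the first and the last siRNA only, the J-w antisense number lay within the range (503 to 553, reached in 6.7% of placements). There the number of regions lay outside it, 71 against 91 to 110, and so did the longest run, 28 units against 12 to 24. The J-w sense strand likewise had fewer regions, 77 against 94 to 114 over all of exon 2. Placements that keep the density of species in blocks of 42 nt gave as many units as observed in at least 22% of draws for J-w sense, J-w antisense and R-w antisense. For R-w sense only 0.9% of such draws reached the observed number. In J-w antisense the 71 regions were fewer than in these placements (74 to 91). The number of units alone thus does not set 3 of the maps apart from density, but the spacing does: pairs of species 21 nt apart exceeded the mean over the other distances of 15 to 27 nt by 12.7 in J-w sense, 13.2 in J-w antisense, 17.6 in R-w sense and 16.6 in R-w antisense. Only 1.3%, 1%, 0.6% and 0.8% of the placements gave as large an excess. Density in blocks of 42 nt without a preferred spacing is hence excluded as the whole source in each map. In J-w antisense this rests on the excess over the mean alone, because 508 pairs lay 21 nt apart and as many lay 16 nt apart.

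Read numbers showed the same distance. Over distances of 15 to 27 nt, the read numbers of 21-nt siRNAs correlated most at a distance of 21 nt in all 4 maps, with Spearman's coefficient of 0.316 for J-w sense, 0.282 for J-w antisense, 0.329 for R-w sense and 0.209 for R-w antisense. The highest coefficients at the 12 other distances were 0.205, 0.190, 0.262 and 0.181. No placements without a preferred spacing were drawn for these coefficients, so that density is not excluded for read numbers. Positions without reads entered as 0, and the coefficients thus partly restate the pairs of species counted above. The peak is what successive cleavage every 21 nt would give, a hypothesis found and tested on the same data.

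Shared ends of regions exceeded chance. At most 0.332% of circular shifts gave as many for any kind of end, which argues against chance overlap of dense maps. Similar density of siRNAs along exon 2 would leave about as many shared ends after a small shift, but only 1 of 160 shifts by 1 to 20 nt reached the observed number, at the downstream ends of the antisense strand. For downstream ends, neither kind of shift keeps the common limit of both maps at the stop codon. These shifts therefore do not exclude that limit as a source of shared downstream ends.

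Whether carry-over from the white portion of the same line is the source of the siRNAs in pigmented portions cannot be told apart from other sources, with 1 library against 1 and counting error only. In R-p 47.6% of the 21-nt CHS-A reads were sense, against 33.4% in R-w (95% binomial interval 33.1 to 33.7%), but fragments of mRNA would raise this share as well. The ranks of 21-nt species in R-w and R-p correlated with a coefficient of 0.822 on the sense strand (39 species) and 0.923 on the antisense strand (27 species). In J-type plants the coefficients were 0.724 (55 species) and 0.794 (65 species). Shares of the 20 most abundant species and the remainder nevertheless differed between white and pigmented portions by more than counting error, with chi-square on 20 degrees of freedom of 75.8 and 143 in Red Star and 282 and 462 in J-type plants, for sense and antisense. This goes against plain carry-over, but the variation between libraries of the same tissue is not known here. In J-p the second base was more frequent than in J-w at 6 of 16 sites beyond both intervals, and less frequent beyond both at 0 sites; the 21-nt sense share was 29.5% in J-p and 30.7% in J-w. The high sense share in R-p fits fragments of CHS-A mRNA broken without a Dicer size: it was 92.0% among reads of 15 to 19 nt and 85.0% among those of 23 to 29 nt. That mRNA would be more abundant in pigmented tissue was not tested here.

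Correlated ranks do not come from a shared preference for end nucleotides. Within species that share both the 5′ and the 3′ end nucleotide, the median coefficient between J-w and R-w was 0.727 on the sense strand (16 classes) and 0.868 on the antisense strand (15 classes).

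R-w held fewer 21-nt species than J-w. Lower depth is excluded as the whole cause: J-w thinned to the R-w reads kept at least 556 sense species in 100 draws, against 465 in R-w. A few siRNAs taking most of the reads are excluded likewise, since without the 10 most abundant species of each library, and with R-w matched to the bases of most R-w reads, the thinned J-w kept at least 585 sense species, against 496 in R-w. Matching R-w to the J-w bases is a partial cause: with its own bases R-w had 506 sense species, against at least 571 in J-w thinned to that number of reads. A biological difference between the lines was not tested and stays open.

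Sense and antisense siRNAs lay as dicing of double-stranded RNA with 2-nt 3′ overhangs would place them. Of 21 offsets, the read numbers of the strands correlated most at an offset of -2 nt in both libraries, with a coefficient of 0.385 in J-w and 0.309 in R-w. The next highest, at -4 nt, were 0.299 and 0.278.

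Second bases at neighbouring variable sites tended to lie on the same read. Pairs of sites up to 18 nt apart were counted where at least 20 reads covered both and at least 10 reads carried each of the second bases. Of these, 12 of 12 in J-w and 14 of 15 in R-w had more reads with both second bases than independent sites would give, in all 1771 against 381.5 in J-w and 2523 against 936 in R-w. The exception was C3313T with T3319C (positions as in the paper), with 1 such read in R-w against 72.5. Pairs with fewer reads are left out, among them A3148G with A3163C, with 0 such reads in J-w against 0.358.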
